# miR-133a-3p and miR-338-3p shape neural crest derivatives in zebrafish

**DOI:** 10.26508/lsa.202503431

**Published:** 2026-04-17

**Authors:** Tomás J Steeman, Mercedes Torres, Andrea MJ Weiner, Juan A Rubiolo, Laura E Sánchez, Gabriela Coux, Nora B Calcaterra

## Abstract

Neural crest cells are a transient, multipotent population that gives rise to diverse structures during vertebrate embryonic development, including craniofacial cartilage and pigment cells. Although the transcriptional regulation of neural crest development is well characterized, the role of microRNAs remains less understood. Using a double-transgenic zebrafish model expressing fluorescent reporters under the *sox10* promoter, combined with fluorescence-activated cell sorting and RNA sequencing, we identified microRNAs enriched in neural crest cells. We focused on miR-133a-3p and miR-338-3p, previously linked to tumor suppression, to explore their developmental roles. The overexpression of either microRNA led to craniofacial cartilage malformations and reduced melanophore number, accompanied by decreased expression of key regulators including *sox9b*, *sox10*, and *runx3*. Reporter assays confirmed direct targeting of the *sox9b* 3′untranslated region. In addition, miR-338-3p overexpression increased neural crest cell numbers, suggesting a role in proliferation. These findings uncover novel functions for miR-133a-3p and miR-338-3p in vertebrate craniofacial and pigment cell development, highlighting shared regulatory features between embryogenesis and tumorigenesis.

## Abstract (precis)

This study shows that miR-133a and miR-338 modulate the development of neural crest–derived lineages in zebrafish, highlighting their role in regulating cell proliferation and tissue morphogenesis.

## Introduction

During vertebrate embryogenesis, the development of organs depends on the coordinated formation, remodeling, and, in some cases, the regression of various tissues and structures. Among these, the neural crest (NC) is a transient, multipotent cell population that emerges early in development and plays a pivotal role in generating diverse cell lineages. Initially located dorsally to the neural tube, NC cells (NCC) undergo extensive proliferation followed by epithelial-to-mesenchymal transition (EMT), which facilitates their delamination and migration (Thiery et al, 2009; Theveneau & Mayor, 2012). Subsequently, these cells differentiate into a variety of derivatives, including neurons, glial and Schwann cells, craniofacial chondrocytes, pigment cells, and endocrine cells (Dupin & Le Douarin, 2014). Defects in NC development are linked to neurocristopathies and certain cancers. Thus, elucidating the molecular mechanisms governing NC formation, migration, and differentiation is critical for understanding the etiology of these disorders and for advancing therapeutic approaches (Vega-Lopez et al, 2018; Weiner et al, 2020). NC development is regulated by a complex network of transcription factors (TFs) and signaling molecules, organized in a gene regulatory network (GRN) (Martik & Bronner, 2017) that operates in a spatiotemporal manner. In zebrafish, NC formation is initially guided by extrinsic factors, such as the BMP and WNT pathways (Hammerschmidt et al, 1996; Schumacher et al, 2011), which activate NC-specific genes such as *foxd3*, *snai1/2*, and *sox10* (Lewis et al, 2004). During EMT, the expression of new TFs such as *twist1a/b* facilitates the switch from epithelial to mesenchymal cadherins, among other changes, enabling migration (Cano et al, 2000; Ferronha et al, 2013; Martik & Bronner, 2017). Once NCC reach their destination, additional external signals induce further regulatory changes specific to the GRN of each derivative.

NCC give rise to pigment cells, such as melanophores, iridophores, and xanthophores in zebrafish. Melanophores are responsible for black pigmentation and emerge at 24 hours post-fertilization (hpf); their appearance depends on the expression of *sox10* and *pax3/7*, which activate the master gene *mitfa* (Kelsh et al, 1996). Mitfa, in turn, induces the expression of melanogenic genes such as *dct*, *tyr*, and *pmel* (Bharti et al, 2006; Greenhill et al, 2011). Epigenetic regulators like HDAC1 appear to repress alternative NC fates (Greenhill et al, 2011), favoring melanophore differentiation. Iridophores, responsible for iridescence through guanine crystals, appear at around 72 hpf (Kelsh et al, 1996; Gur et al, 2020) and follow a similar regulatory pathway but diverge through Tfec-mediated activation of TFs *ltk* and *sox10* (Lopes et al, 2008; Kaller & Hermeking, 2016; Petratou et al, 2018), among other factors. NCC also contribute to craniofacial chondrocyte development (Kimmel et al, 2001; Glasauer & Neuhauss, 2014) and skull formation in zebrafish. In this process, *sox9* paralogs (*sox9a* and *sox9b*) (Chiang et al, 2001; Yan et al, 2005), modulated by *runx3* and *egr3*, regulate chondrocyte stacking and proliferation (Dalcq et al, 2012). Sox9a/b, in conjunction with Sox5/6, activate the expression of *col2a1a*, a key collagen-coding gene in cartilage, and *agc1*, a marker of cartilage differentiation. Given the complexity of craniofacial development, disruptions in these regulatory pathways can contribute to congenital disorders.

Recent studies have highlighted the critical role of microRNAs (miRNAs) in NC development (Wienholds et al, 2003; Weiner, 2018). These 22-nt endogenous, noncoding RNAs regulate mRNA stability and transcription (Kloosterman et al, 2006) through the miRISC, which includes the RNase Argonaute. The miRISC targets mRNA through the binding of a specific “seed region” of the miRNAs to complementary sites within the mRNA (Lewis et al, 2005; Bartel, 2009), typically within the mRNA’s 3′UTR, and each miRNA family has an average of 300 binding sites under selective pressure (Stark et al, 2005; Friedman et al, 2009). As a result, a single mRNA can be regulated by multiple miRNAs, whereas each miRNA can regulate numerous genes. MicroRNAs are indispensable in early embryonic development, influencing critical events such as brain morphogenesis and maternal mRNA clearance (Giraldez et al, 2005, 2006). In the context of NC development, miRNA dysregulation has been implicated in neurocristopathies, including DiGeorge syndrome and congenital central hypoventilation syndrome (Wienholds et al, 2003; Antonaci & Wheeler, 2022; Bamforth & Burn, 2023). Furthermore, miRNAs are often dysregulated in tumors, acting as either oncogenic (*oncomiRs*) or tumor-suppressive (*anti-oncomiRs*) regulators (Svoronos et al, 2016; Syeda et al, 2020). NC-derived cancers, such as neuroblastomas and melanomas, share molecular features with developmental processes, highlighting the need for further exploration into the roles of miRNAs in both NC development and cancer progression (Antonaci & Wheeler, 2022).

In this study, we aim to identify and characterize miRNAs implicated in NC development through gain-of-function experiments in zebrafish embryos. By leveraging a double-transgenic zebrafish model (Tg(*sox10*:eGFP, *sox10*:mRFP)), we isolated NC and non-NC populations via FACS and conducted transcriptomic analyses. Our findings reveal that some specific miRNAs regulate key genes involved in NC-derived structures, particularly craniofacial cartilage and melanophores, through interactions with transcription factors such as Sox9b and Runx3. Notably, these miRNAs share regulatory mechanisms with tumor suppressor pathways, suggesting a broader role in cellular plasticity and differentiation. This research advances our understanding of vertebrate embryogenesis and provides valuable insights into the molecular mechanisms underlying neurocristopathies, NC-derived cancers, and tumorigenesis, underscoring the need for further investigation into the regulatory functions of miRNAs in both developmental and pathological contexts.

## Results

### miR-133a, miR-199, and miR-338 are overrepresented in NCC

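Small RNA libraries were sequenced from sorted cells of embryos carrying Tg(sox10:eGFP, sox10:mRFP), a zebrafish line in which the sox10 promoter marks neural crest cells (NCC) with fluorescent proteins. GFP-positive cells (NCC) and GFP-negative cells (non-NCC) were collected at 16 and 28 hpf, and each of these 4 groups is represented by 1 library. None of the groups has a replicate, so the spread between sorts or batches of embryos was not measured. The paper's methods describe TRIzol extraction and paired-end reads of 75 bp, whereas the sample labels name a column kit (miRNeasy) and single-end reads. The authors checked the reads with FASTQC, aligned them to the zebrafish genome with Bowtie, counted them on miRNAs with HTSeq, and normalized the counts. They analyzed differential expression with DESeq2. They deposited normalized counts of 372 miRNAs in one table per stage. The 2 libraries of a stage were normalized together and apart from the other stage, so values were compared only within a stage, and only ratios were set beside each other across stages. In each library, 100% of the values were whole multiples of the smallest nonzero value, which was taken as the value of 1 read. The values of 1 read in the 2 libraries of a stage multiplied to 1, as reciprocal size factors do. Among miRNAs with reads in both libraries, the median ratio of NCC over non-NCC values was 1 at each stage. At this scaling, as many of these miRNAs lie above an equal level as below it. One read was worth 7.72 normalized counts in the NCC library at 16 hpf and 0.130 in the non-NCC library, and 11.4 and 0.0877 at 28 hpf, respectively. The reads recovered in this way summed to 2340716 in NCC and 140132389 in non-NCC at 16 hpf, and to 6502 in NCC and 1099312 in non-NCC at 28 hpf. The non-NCC library was thus 59.9 times as deep as the NCC library at 16 hpf and 169 times as deep at 28 hpf. The miR-430 family took 92.0% of the NCC reads and 91.7% of the non-NCC reads at 16 hpf, and 72.8% and 66.7% at 28 hpf. Taking 3 reads as the smallest amount a library can show, the limit was 23.2 normalized counts for NCC and 0.389 for non-NCC at 16 hpf, and 34.2 and 0.263 at 28 hpf. Ratios of NCC over non-NCC values are given below with 95% Clopper-Pearson intervals from the recovered reads. Each miRNA was also tested with a two-sided exact binomial test, with Benjamini-Hochberg adjustment over the miRNAs of the stage. These intervals and tests compare the 2 libraries of a stage, not the populations, and cover counting error only, because reads without molecular identifiers are not independent molecules.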

Using the double-transgenic zebrafish line Tg(*sox10*:eGFP, *sox10*:mRFP) (Kwak et al, 2013), we separated the NCC and non-NCC populations with FACS from 16-hpf (before the NCC migration and differentiation of NC derivatives) and 28-hpf (after NCC migration and during differentiation of derivatives) embryos and performed RNA-seq on each subpopulation.

At 16 hpf, we identified a total of 225 miRNAs, with 60 and 57 being miRNAs specific to NCC and non-NCC populations, respectively (Fig 1A x-axis; fold enrichment > 2, Table S1, Fig S1B). 

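Of the 372 miRNAs in the table for 16 hpf, 225 had a value above 0 in both libraries. Among these, 60 were more than 2-fold higher in NCC, 57 were more than 2-fold higher in non-NCC, and 108 lay between these limits. A further 114 miRNAs had reads only in the non-NCC library and 1 had reads only in the NCC library. Many of the ratios rested on few reads of the shallower NCC library: 21 of the 60 miRNAs higher in NCC had at most 3 NCC reads, and 8 of them had 1. Among the 57 miRNAs higher in non-NCC, 22 had at most 3 NCC reads. In the exact binomial test, 35 of the 60 and 41 of the 57 had an adjusted p-value under 0.05. When reads were drawn 1000 times at the real depths from equal levels in both libraries, counting alone put a median of 28 miRNAs (95% of draws between 19 and 37) over 2-fold in NCC and 11 (between 5 and 17) over 2-fold in non-NCC. With at least 10 reads required in both libraries, 30 miRNAs were over 2-fold in NCC and 24 in non-NCC, where counting alone, in draws added after the data were seen, gave medians of 0. The lists also depended on the treatment of zeros. With 0.5 reads added to each library, 111 miRNAs were over 2-fold in NCC and 76 in non-NCC, and with the plotting pseudocount of the paper added to every value, 61 and 171 were, respectively. Among miRNAs with at least 10 reads in both libraries, let-7f had the highest ratio, 32.7-fold, with 51 NCC reads and 93 non-NCC reads. It was followed by miR-193b-5p (22.6-fold) and miR-130c-5p (15.1-fold). The lowest ratios were those of miR-19d-3p, miR-19a-3p and miR-203b-3p, which were 5.39-fold, 5.37-fold and 5.34-fold lower in NCC, respectively.

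**Figure D1:**
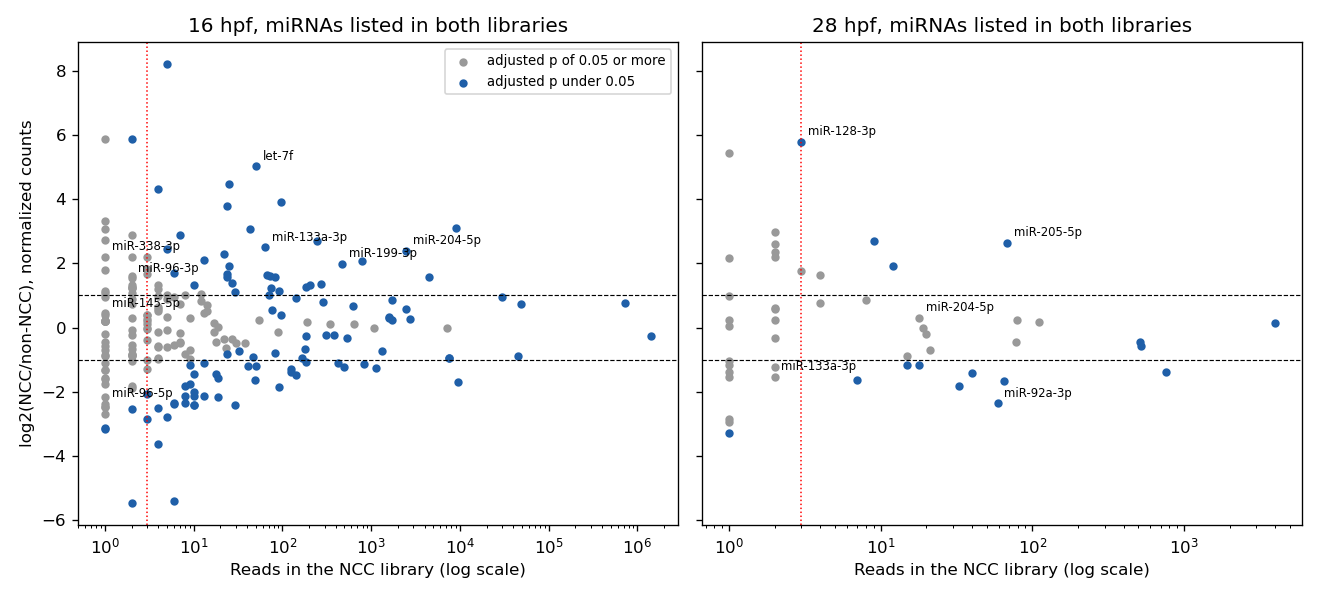
Log2 ratio of normalized counts in NCC over non-NCC (y-axis) against the number of reads in the NCC library (x-axis, log scale) for the 225 miRNAs listed in both libraries at 16 hpf (left) and the 49 at 28 hpf (right), with 1 library per population and stage. Dashed lines mark 2-fold, the dotted line marks 3 reads, and blue points have an adjusted p-value under 0.05 in the exact binomial test; miR-338-3p and miR-145-5p sit at 1 NCC read at 16 hpf, and the ratios fan out to the left, where NCC reads are few.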

In the NCC subpopulation, we found several previously reported NCC-associated miRNAs, such as miR-96 and miR-204 (Gessert et al, 2010; Avellino et al, 2013). 

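The table lists both arms of miR-96, and neither arm had more than 2 reads in the NCC library at 16 hpf. miR-96-3p had 2 NCC reads (15.4 normalized counts) and 41 non-NCC reads (5.31 normalized counts), a log2 ratio of 1.54 with a 95% interval from -1.55 to 3.48. The opposite arm, miR-96-5p, had 1 NCC read (7.72 normalized counts) against 311 non-NCC reads (40.3 normalized counts), which placed it on the non-NCC side with a log2 ratio of -2.38 (from -7.69 to 0.11). For neither arm was a difference between the libraries detectable at this depth (exact binomial test, adjusted p = 0.361 and 0.186, respectively). miR-204-5p was far better covered, with 2486 NCC reads and 27998 non-NCC reads. Its 19192 normalized counts in NCC were 5.29-fold higher than the 3627 in non-NCC (log2 ratio 2.40, from 2.34 to 2.46). miR-204-3-3p had 3 reads in NCC and none in non-NCC, where 179 would have been expected at an equal level (lower end of the log2 interval 4.62; exact binomial test, adjusted p = 1.93e-05), and it was the miRNA with reads only in NCC at 16 hpf. miR-204-3p had 1 read in non-NCC.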

At 28 hpf, we identified 50 miRNAs in NCC, of which 12 miRNAs were overrepresented compared with non-NCC and one was uniquely present in this subpopulation (miR-24, Fig 1A y-axis, Fig S1C). Conversely, the non-NCC population at 28 hpf contained a total of 187 miRNAs, with 138 unique to this subpopulation and 17 overrepresented compared with NCC. 

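At 28 hpf, 51 of the 372 miRNAs had a value above 0 in the NCC library, 49 of them in both libraries and 2 only in NCC. Table S1, which lists the miRNAs found in both libraries at 16 hpf, holds 50 of these 51. Among the 49, 12 miRNAs were more than 2-fold higher in NCC, and 8 of the 12 had at most 3 NCC reads. From equal levels in both libraries, counting alone put a median of 21 miRNAs (95% of draws between 14 and 30) over 2-fold in NCC at these depths. In the exact binomial test, 4 of the 12 had an adjusted p-value under 0.05. These were miR-205-5p, with 68 NCC reads and a ratio of 6.29-fold, miR-100-5p, with 12 NCC reads and 3.81-fold, and, named here after their values were seen, miR-219-5p, with 9 NCC reads and 6.50-fold, and miR-128-3p, with 3 NCC reads against 7 non-NCC reads. In the gene table of the GRCz12tu assembly, miR-205-5p has 1 precursor gene, miR-100-5p has 2, and miR-219-5p and miR-128-3p have 3 each. The counts of miR-100-5p are all even, and those of miR-219-5p are all multiples of 3. The 7 non-NCC reads of miR-128-3p are not. Where reads were counted at each gene, the ratios rest on fewer reads than given, and these counts were not divided. miR-24 had 4 reads in NCC (45.6 normalized counts) and none in non-NCC. At an equal level, 520 non-NCC reads would have been expected, and the lower end of the 95% interval of the log2 ratio was 6.42 (exact binomial test, adjusted p = 9.00e-08). At 16 hpf, the same miRNA had 2 NCC reads and 423 non-NCC reads, a log2 ratio of -1.83 (from -4.88 to 0.03). miR-24 has 4 precursor genes in the gene table of the GRCz12tu assembly. With its 4 NCC reads at 28 hpf divided by 4, 1 read was left (exact binomial test, adjusted p = 0.0912). Its counts at 16 hpf are not multiples of 4, so that not all its reads were counted at every precursor gene. The other miRNA with reads only in NCC at 28 hpf, miR-137-5p, had 2 reads (exact binomial test, adjusted p = 0.00107) and is the one outside Table S1. It has 2 precursor genes and only even read counts, so that its 2 reads may be 1 read counted at both genes. Its reads were not divided.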

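In the non-NCC library at 28 hpf, 237 of the 372 miRNAs had a value above 0, and 188 of these were at 0 in NCC. Of the miRNAs listed in Table S1, 187 were present in this library and 138 were at 0 in NCC. The NCC library held 6502 reads in all, and only 3 of the 188 miRNAs would have been expected to give at least 3 NCC reads if their levels had been equal in both populations. For the remaining miRNAs at 0 in NCC, a lower level was not detectable at this depth. In the exact binomial test, 1 of the 188 had an adjusted p-value under 0.05: miR-454b, named here after its value was seen, had 1311 non-NCC reads (115 normalized counts), where 10.1 NCC reads would have been expected and none was counted (adjusted p = 0.00148, exact binomial test). Drawn from equal levels at the real depths, a median of 152 miRNAs (95% of draws between 141 and 162) had reads only in non-NCC. Among the 49 miRNAs with reads in both libraries, 17 were more than 2-fold higher in non-NCC, against a median of 3 (between 0 and 6) from counting alone, and 9 of the 17 had an adjusted p-value under 0.05. miR-92a-3p had 59 NCC reads and 39744 non-NCC reads and was 5.18-fold higher in non-NCC. miR-430a-3p, with 756 NCC reads, was 2.61-fold higher in non-NCC. The number of miRNAs over 2-fold in non-NCC depended on the scaling of the libraries, and was 10 with edgeR's TMM factors and 6 with scaling to library totals without the miR-430 family.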

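Because the stages were normalized apart, the lists of miRNAs over 2-fold in NCC were compared between stages by the ratio within each stage. The 49 miRNAs with reads in both libraries at 28 hpf also had reads in both libraries at 16 hpf. Of the 60 miRNAs over 2-fold in NCC at 16 hpf, 49 were at 0 in the NCC library at 28 hpf and 11 could be followed. Among these 11, 3 were over 2-fold in NCC again and 4 were over 2-fold in non-NCC. The 3 were miR-125b-5p, miR-16b and miR-462. At 16 hpf, miR-125b-5p was 2.61-fold higher in NCC (27 NCC reads, log2 ratio 1.39, from 0.77 to 1.94), miR-16b 2.42-fold (186 NCC reads, log2 ratio 1.27, from 1.05 to 1.48), and miR-462 2.01-fold (70 NCC reads, log2 ratio 1.01, from 0.64 to 1.35). At 28 hpf, the ratios were 3.42-fold for miR-125b-5p, 4.56-fold for miR-16b and 6.05-fold for miR-462, from 3, 2 and 2 NCC reads, respectively. The intervals at 28 hpf all reached below 0, from -0.52 to 3.36 for miR-125b-5p, from -0.89 to 4.11 for miR-16b and from -0.49 to 4.54 for miR-462, and with an adjusted p-value under 0.05 required at both stages, 0 miRNAs remained. With edgeR's TMM factors, miR-462 fell under 2-fold at 16 hpf and miR-735-5p entered the list. Of the other members of the miR-125 family, miR-125b-2-3p was 14.0-fold higher in NCC at 16 hpf (24 NCC reads) and at 0 in NCC at 28 hpf.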

Only three miRNAs were overrepresented in both time points of the NCC (miR-125-5p, miR-16b, and miR-462), previously reported in neural or neural crest development, immune response, and hematopoiesis (Boissart et al, 2012; Singh et al, 2015; Tian et al, 2016; Huang et al, 2019; Antonaci & Wheeler, 2022) (circled in Fig 1A, Table S1).

**Figure 1.**
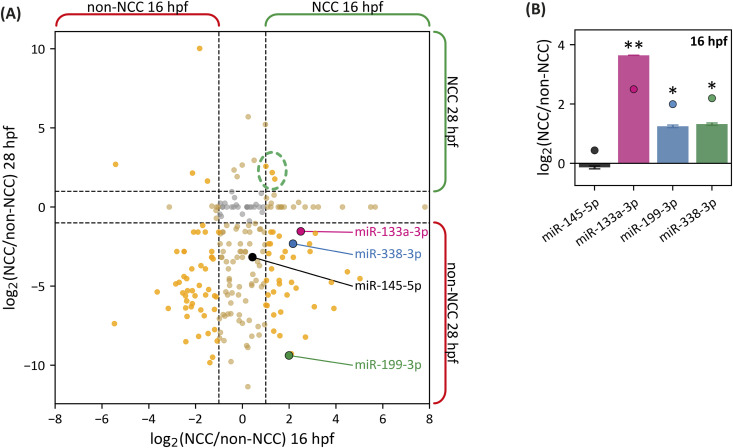
Differential expression of neural crest miRNAs. **(A)** Identification of differentially expressed miRNAs in NCC and non-NCC from 16 hpf (x-axis) and 28 hpf (y-axis) transgenic zebrafish samples. Overrepresented miRNAs in either cell population are shown in yellow (log_2_ [NCC/non-NCC] > 2). miR-145-5p, miR-133a-3p, miR-199-3p, and miR-338-3p are highlighted in black, pink, green, and blue, respectively. For plotting, pseudocounts (ϵ) were added to each normalized count value. See Table S1 and Fig S1 for non-pseudocount normalized values. The three miRNAs overrepresented in both time points are enclosed within a green dashed circle. **(B)** Quantification of miR-145-5p, miR-133a-3p, miR-199-3p, and miR-338-3p levels in NCC by RT–qPCR, compared with non-NCC; levels are presented as log_2_ (NCC/non-NCC). Statistical analysis was performed using a two-tailed *t* test, *P ≤ 0.05, **P ≤ 0.01, n = 3, mean ± SEM. The circles correspond to the differential expression values obtained by the FACS/miRNA-seq experiment.

Table S1. miRNA RNA-seq, normalized counts for GFP+ 16hpf, GFP- 16hpf, GFP+ 28hpf, and GFP- 28hpf.

**Figure S1.**
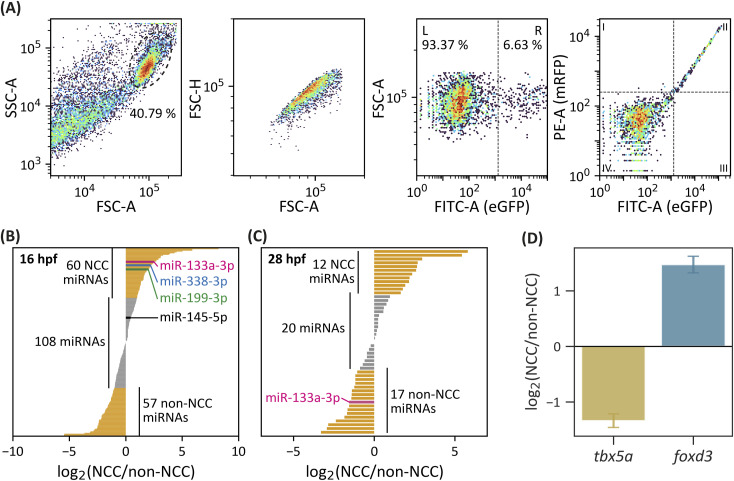
Differential expression of neural crest miRNAs. **(A)** Gating strategy used to sort zebrafish cells. The first plot is used to identify the zebrafish cells; the second plot is used to confirm singlet events; and the third plot identifies GFP-negative (L) and GFP-positive (R) cells. The last plot shows the correlation between eGFP- and mRFP-positive cells from the Tg(*sox10*:eGFP, *sox10*:mRFP) zebrafish line. **(B, C)** Identification of differentially expressed miRNAs in NCC and non-NCC from 16-hpf (B) and 28-hpf (C) transgenic zebrafish samples. Overrepresented miRNAs in either cell population are shown in yellow (log_2_ [NCC/non-NCC] > 2). miR-145, miR-133a, miR-199, and miR-338 are highlighted in black, pink, green, and blue, respectively. **(D)** Quantification of *foxd3* (NCC marker) and *tbx5a* (cardiomyocyte marker, non-NCC) levels in NCC by RT–qPCR, compared with non-NCC; levels are expressed as log_2_ (NCC/non-NCC).

Further analysis was performed on miRNAs overrepresented in NCC at the 16-hpf stage in zebrafish, before NCC differentiation and migration. We focused on this early time point to identify miRNAs involved in the initial specification of NCC. Based on bioinformatics analyses including STRING protein–protein interaction networks, Gene Ontology (GO) classifications, and KEGG pathway enrichments, we identified miR-133a-3p, miR-199-3p, and miR-338-3p as key candidates for further investigation. These candidates were prioritized because they had been reported as tumor suppressors in cancer models, where they regulate EMT, cell migration, and proliferation, processes analogous to those in NCC development (summarized in Table S2). 

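At 16 hpf, miR-133a-3p had 494 normalized counts in NCC and 87.3 in non-NCC, from 64 and 674 reads. It was 5.66-fold higher in NCC (log2 ratio 2.50, 95% interval from 2.11 to 2.87; exact binomial test, adjusted p = 2.25e-25). miR-199-3p had 3613 normalized counts in NCC and 906 in non-NCC, from 468 and 6991 reads, and was 3.99-fold higher in NCC (log2 ratio 2.00, from 1.86 to 2.13; exact binomial test, adjusted p = 3.32e-126). miR-338-3p had 1 NCC read (7.72 normalized counts) and 13 non-NCC reads (1.68 normalized counts). Its log2 ratio of 2.20 had an interval from -3.21 to 4.93, and a difference between the libraries was not detectable at this depth (exact binomial test, adjusted p = 0.450). The row named miR-338, without an arm, held 2 times the reads of miR-338-3p in each library. In the gene table of the GRCz12tu assembly, miR-133a has 2 precursor genes, and miR-199 and miR-338 have 3 each. All read counts of miR-133a-3p were even, and with each divided by 2, its interval widened to between 1.93 and 3.03. miR-133b-3p and miR-133c-3p had no NCC reads, and 618 and 445 non-NCC reads. Summed with them, a choice made after the values were seen, miR-133a-3p was 2.20-fold higher in NCC (log2 ratio 1.13, from 0.75 to 1.49). With its reads also divided by 2, the summed ratio was 1.36-fold (log2 ratio 0.45, from -0.11 to 0.95), and its interval included 0. The scalings and pseudocounts tried left the unsummed ratios of miR-133a-3p and miR-338-3p inside the intervals first given for them, and edgeR's TMM factors took that of miR-199-3p to 1.77. The paper states that this early stage was chosen with the aim of finding miRNAs involved in the initial specification of NCC, and that these candidates were prioritized as reported tumor suppressors.

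**Figure D2:**
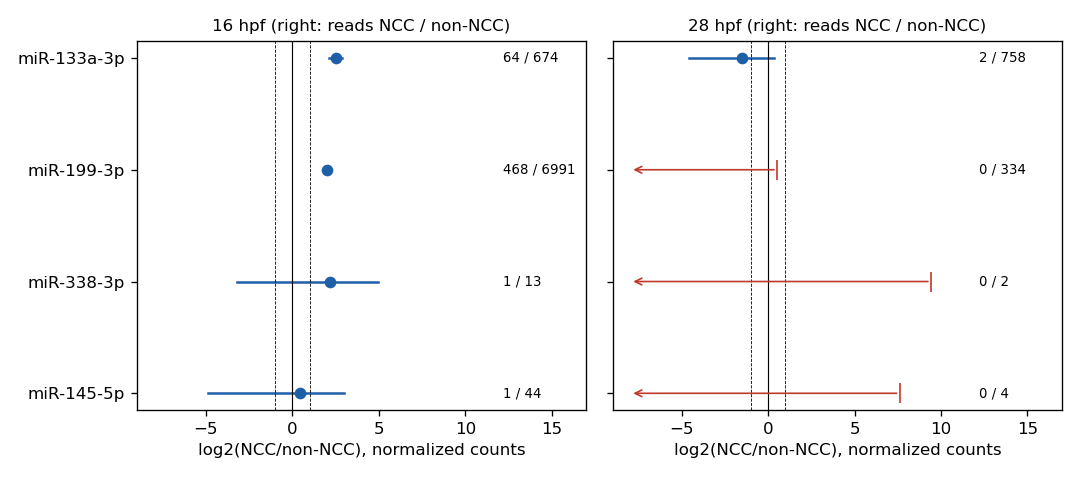
Log2 ratio of normalized counts in NCC over non-NCC (x-axis) for miR-133a-3p, miR-199-3p, miR-338-3p and miR-145-5p at 16 hpf (left) and 28 hpf (right), with 1 library per population and stage. Blue points and bars are ratios with 95% Clopper-Pearson intervals, red arrows run down from the upper end of the interval where the NCC library has no read, dashed lines mark 2-fold, and the numbers at the right of each panel are NCC and non-NCC reads; only miR-133a-3p and miR-199-3p at 16 hpf have intervals that exclude 0.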

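In the 28-hpf NCC library, miR-199-3p and miR-338-3p were listed at 0 and miR-133a-3p had 2 reads. In the non-NCC library of that stage, miR-199-3p had 334 reads (29.3 normalized counts), which is below the 34.2 normalized counts that 3 reads amount to in NCC. At an equal level, 2.57 NCC reads would have been expected, and the upper end of the 95% interval of the log2 ratio was 0.53 (exact binomial test, unadjusted p = 0.192). miR-338-3p had 2 non-NCC reads (0.175 normalized counts), for which 0.0154 NCC reads would have been expected, so that its loss from NCC was not detectable at this depth. For miR-133a-3p, the 22.8 normalized counts in NCC stood against 66.5 in non-NCC (758 reads), a log2 ratio of -1.54 with an interval from -4.59 to 0.31 (exact binomial test, adjusted p = 0.910). The change between stages was tested with an exact conditional test on the 4 libraries. Adjustment was over the 32 named miRNAs with reads at both stages and at least 1 NCC read. The NCC to non-NCC ratio was lower at 28 hpf than at 16 hpf for miR-133a-3p, by 4.04 on the log2 scale (exact conditional test, adjusted p = 5.56e-09). It was also lower for miR-199-3p (adjusted p = 0.000212, same exact test). In non-NCC, miR-133b-3p and miR-133c-3p had 618 and 445 reads at 16 hpf beside 674 of miR-133a-3p. At 28 hpf they had 3 and 4 beside 758. The change was not tested on the family sum, and a change in the assignment of reads cannot be told apart from one in level. For miR-338-3p, with 1 NCC read at 16 hpf and none at 28 hpf, the reads were too few for this test to show a change (exact conditional test, unadjusted p = 1).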

Among these candidates, miR-199-3p and miR-338-3p were absent, whereas miR-133a-3p was underrepresented in the 28-hpf NCC population (Figs 1A and S1B and C).

Table S2. Summary of bibliographic analyses for miR-133a, miR-199, and miR-338 (Kimmel et al, 2001; Lagos-Quintana et al, 2002; Lim et al, 2003; Kim et al, 2004; Chen et al, 2005, 2013; Wienholds et al, 2005; Boštjančič et al, 2010; Ivey & Srivastava, 2010; Rao et al, 2010; He et al, 2011; Koutsoulidou et al, 2011; Yoshino et al, 2011; Castoldi et al, 2012; Kawakami et al, 2012; Kojima et al, 2012; Wu et al, 2012; Yin et al, 2012b; Huang et al, 2015, 2011; Liu et al, 2015; Howe et al, 2017; Koshizuka et al, 2017; Li et al, 2018a, 2018b; Wang et al, 2018; Zhang et al, 2019; Garcia-Padilla et al, 2022; Sharma et al, 2023).

Stem–loop RT–qPCR was performed on total RNA extracted from freshly dissociated, fluorescently sorted cells of Tg(*sox10*:eGFP, *sox10*:mRFP) (Kwak et al, 2013) embryos at 16 hpf. miRNAs miR-133a-3p, miR-199-3p, and miR-338-3p were found to be overexpressed in NCC (Fig 1B), consistent with RNA-seq data. 

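miR-145-5p had 1 read in the 16-hpf NCC library (7.72 normalized counts) and 44 reads in the non-NCC library (5.70 normalized counts). The log2 ratio was 0.44, with a 95% interval from -4.90 to 2.99, so that neither a level equal in both libraries nor one several-fold higher or lower in NCC was excluded by the reads (exact binomial test, adjusted p = 0.892). The interval of miR-145-5p overlaps that of miR-338-3p, which also rested on 1 NCC read. At 28 hpf, miR-145-5p had no NCC read and 4 non-NCC reads (0.351 normalized counts).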

As a non-NCC miRNA control, we analyzed miR-145-5p expression (Fig 1B), showing similar expression levels in NCC and non-NCC populations, as observed in the RNA-seq results (Fig 1A, black dot).

### In silico target prediction and functional enrichment analysis

To identify potential targets of the candidate miRNAs in NCC development, we performed computational predictions followed by functional enrichment analysis. Results are briefly described below.

#### miR-133a-3p

We retrieved a total of 2,966 genes containing miR-133a-3p putative binding sites from the TargetScan database (context+ score between −0.01 and −1.05, Table S3). According to g:Profiler (*P*_adj_ < 0.05, g:SCS threshold), multiple terms associated with neuronal development were overrepresented (Fig 2A, Table S4). Additional terms, such as “apoptotic signaling pathways,” “anatomical structure development,” and “developmental processes,” were also identified, though neuronal development terms were the most predominant. Similar results were obtained using Panther (*P* < 0.05, FDR test), which also highlighted terms like “angiogenesis” and “axon guidance.” DAVID (*P* < 0.05, FDR test) revealed NC-related terms, such as “neural crest cell migration” and “cartilage development.” No NC development process pathway was overrepresented in this gene list (KEGG). Using the bioinformatics tool STRING, which generates interaction networks from gene lists, we identified central node genes that participate in multiple processes or interact with several genes within the list. This approach allowed for a focused analysis of miR-133a-3p’s impact on genes that may have a significant influence on zebrafish embryonic development. By analyzing a gene list with at least one putative miR-133a-3p binding site and expression data from ZFIN for NCC or their derivatives, other central node genes were elucidated, including *ddx21*, *pax9*, *sox10*, *erbb2*, and *gf20b* (Figs 2B and S2).

Table S3. List of zebrafish miR-133a putative regulated genes extracted from TargetScan.org and used for Gene Ontology analyses, with context+ score.

**Figure 2.**
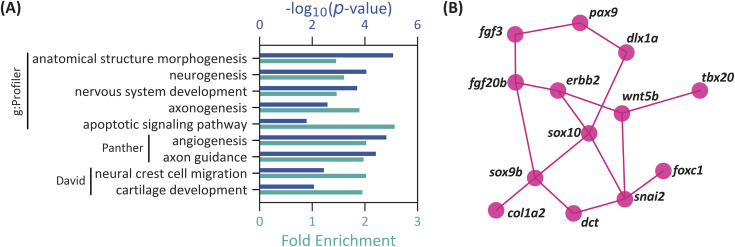
GO and STRING analyses of miR-133a-3p putative target genes. Similar analyses for miR-199-3p and miR-338-3p are presented in Figs S3 and S4. **(A)** Selected overrepresented “Biological Processes” terms associated with miR-133a-3p putative target genes, as identified by g:Profiler, Panther, and DAVID. **(B)** Selected miR-133a-3p putative target genes and their predicted interactions based on STRING. For the complete interaction network, refer to Fig S2.

Table S4. Gene Ontology results for miR-133a.

**Figure S2.**
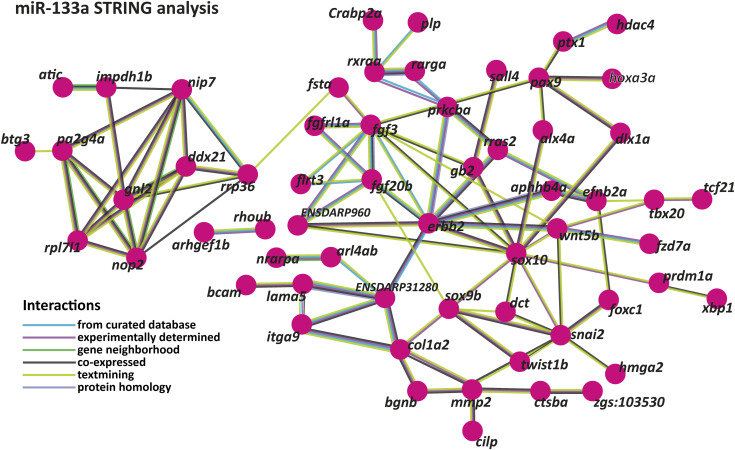
STRING interaction network for miR-133a putative target genes in zebrafish. The network depicts predicted and experimentally validated protein–protein interactions among genes containing putative miR-133a binding sites, as identified through bioinformatics analysis. Each node represents a protein encoded by the corresponding gene, whereas the connecting lines indicate interactions supported by multiple data sources.

#### miR-199-3p

For GO and KEGG pathway analyses, we extracted a list of 3,000 genes with predicted binding sites for miR-199-3p from TargetScan, with context+ scores between −0.04 and −9.1, although a few overrepresented terms were found (Fig S3A, Tables S5 and S6). According to g:Profiler, 7 of 19 terms were related to nervous system development, whereas others were more general terms such as “multicellular organism development” and “developmental processes.” Comparable results were obtained with Panther and DAVID, with terms like “axonogenesis” and “tissue development.” A single KEGG pathway, “ErbB signaling pathway,” was overrepresented. The absence of terms related to the NC or its derivatives does not necessarily indicate that miR-199-3p is uninvolved in NC development, as it may regulate only a few key genes essential for this process. STRING analysis, using genes with putative binding sites for miR-199-3p and expression reported in ZFIN for NCC or their derivatives, identified several central node genes, including *foxd3*, *wnt5b*, *erbb2*, and various genes in the FGF signaling pathway (Fig S3B).

**Figure S3.**
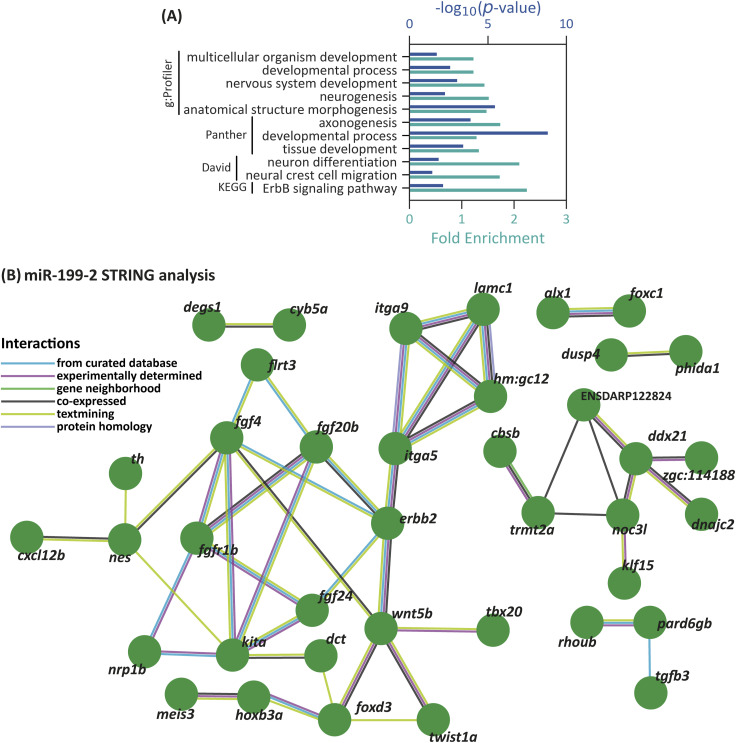
GO and STRING interaction network for miR-199 putative target genes in zebrafish. **(A)** Selected overrepresented “Biological Processes” terms associated with miR-199-3p putative target genes, as identified by g:Profiler, Panther, and DAVID. **(B)** Network depicts predicted and experimentally validated protein–protein interactions among genes containing putative miR-199 binding sites, as identified through bioinformatics analysis. Each node represents a protein encoded by the corresponding gene, whereas the connecting lines indicate interactions supported by multiple data sources.

Table S5. List of zebrafish miR-199 putative regulated genes extracted from TargetScan.org and used for Gene Ontology analyses, with context+ score.

Table S6. Gene Ontology results for miR-199.

#### miR-338-3p

For GO analysis, we generated a list of 3,001 genes with predicted miR-338-3p binding sites with TargetScan, yielding context+ scores between −0.04 and −1.48 (Table S7). g:Profiler identified only five biological process terms, three related to neuronal development and two to positive regulation of biological processes (Fig S4A, Table S8). Panther identified additional terms like “embryo development,” whereas DAVID revealed terms such as “cartilage development,” “fin morphogenesis,” and “neural crest differentiation.” No KEGG pathways were overrepresented. STRING analysis of genes with miR-338-3p binding sites and expression in NCC or derivatives identified *snai2*, *sox9b*, *kita*, and *pax2a* as central node genes (Fig S4B).

Table S7. List of zebrafish miR-338 putative regulated genes extracted from TargetScan.org and used for Gene Ontology analyses, with context+ score.

**Figure S4.**
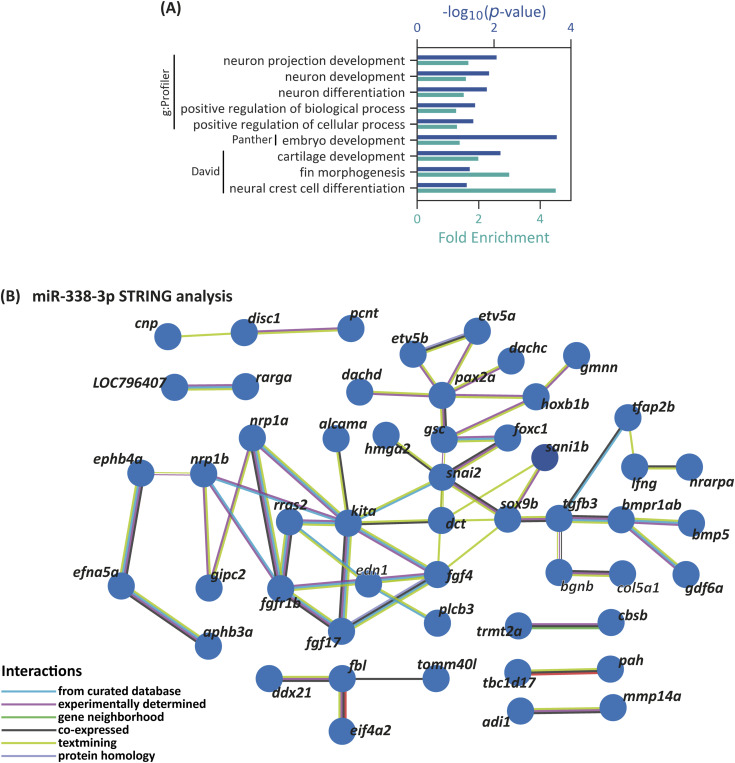
GO and STRING interaction network for miR-338 putative target genes in zebrafish. **(A)** Selected overrepresented “Biological Processes” terms associated with miR-338-3p putative target genes, as identified by g:Profiler, Panther, and DAVID. **(B)** Network depicts predicted and experimentally validated protein–protein interactions among genes containing putative miR-338 binding sites, as identified through bioinformatics analysis. Each node represents a protein encoded by the corresponding gene, whereas the connecting lines indicate interactions supported by multiple data sources.

Table S8. Gene Ontology results for miR-338.

### miR-133a-3p, miR-199-3p, and miR-338-3p are differentially expressed during zebrafish embryogenesis

Previous zebrafish miRNA profiling studies have reported developmental regulation of miR-133, miR-199, and miR-338 family members (Chen et al, 2005; Kloosterman et al, 2006). However, quantitative, stage-resolved expression data for the specific mature miRNAs (miR-133a-3p, miR-338-3p, and miR-199-3p), and for across the early stages examined here remain limited and vary across datasets. We therefore analyzed their temporal expression from 5 hpf onward using RT–qPCR on whole-embryo extracts. Both miR-133a-3p and miR-199-3p showed the lowest expression at 5 hpf among the analyzed stages (Fig 3A and B). Their expression began to rise at 10 hpf, with a marked increase after 24 hpf. It should be noted that these profiles reflect global expression levels rather than NC-specific enrichment. Similarly, miR-338-3p was detected at 5 hpf (right after zygotic genome activation [Vastenhouw et al, 2019]), but its levels decreased between 10 and 24 hpf before increasing again (Fig 3C).

**Figure 3.**
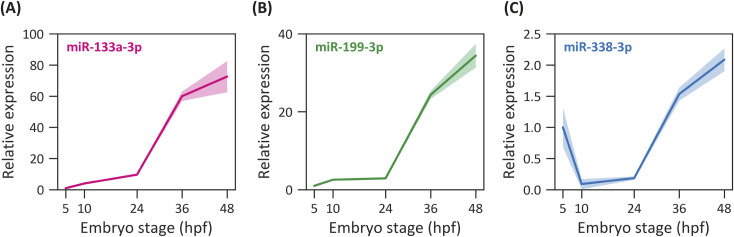
miRNA expression profiles during zebrafish embryonic development. **(A, B, C)** RT–qPCR quantification of miR-133a-3p (A), miR-199-3p (B), and miR-338-3p (C) levels from 5 to 48 hpf. Normalized to 5-hpf stage, n = 3, mean ± SEM.

To prioritize putative targets, we filtered genes present in at least two or all three predicted miRNA putative target gene lists. Among these, only six NC-related genes were shared in all three lists, including *pdgfbb*, *tbx20*, and *ddx21* (see Table S9 for NC-related genes, and Table S10 for intersections). In addition, between 16 and 20 genes were common to two lists (Table S10). Several of the predicted target genes have been implicated in chondrocyte development, craniofacial structure formation, and melanophore differentiation.

Table S9. Zebrafish NC-related genes from early segmentation stages.

Table S10. miRNA NC gene list intersection.

To investigate the effects of miRNA gain of function, zebrafish embryos were microinjected with pri-miRNA constructs containing a tandem *dsRED* reporter sequence (dsRED-miR-133a, dsRED-miR-199, and dsRED-miR-338, Fig S5A). Control embryos received an mRNA encoding only the *dsRED* sequence (control-mRNA). We assessed during embryonic development both the presence of the reporter protein by fluorescence analysis and the pri-miRNA processing by stem–loop RT–qPCR. As expected, embryos collected at 24 hpf exhibited significant increases in miR-133a-3p, miR-199-3p, and miR-338-3p (hereafter called miR-133a, miR-199, and miR-338, respectively; Fig S5B–D). To ensure that the observed phenotypes were not secondary to general developmental delay or toxicity, we assessed gross morphology at 16 hpf and 48 hpf (Fig S5E–Q). Quantification of somite number (16 hpf) and eye size (16 and 48 hpf) revealed no significant global developmental defects across conditions. These results confirm the efficacy of our overexpression strategy and establish a robust foundation for assessing the impact of these miRNAs on neural crest derivative development.

**Figure S5.**
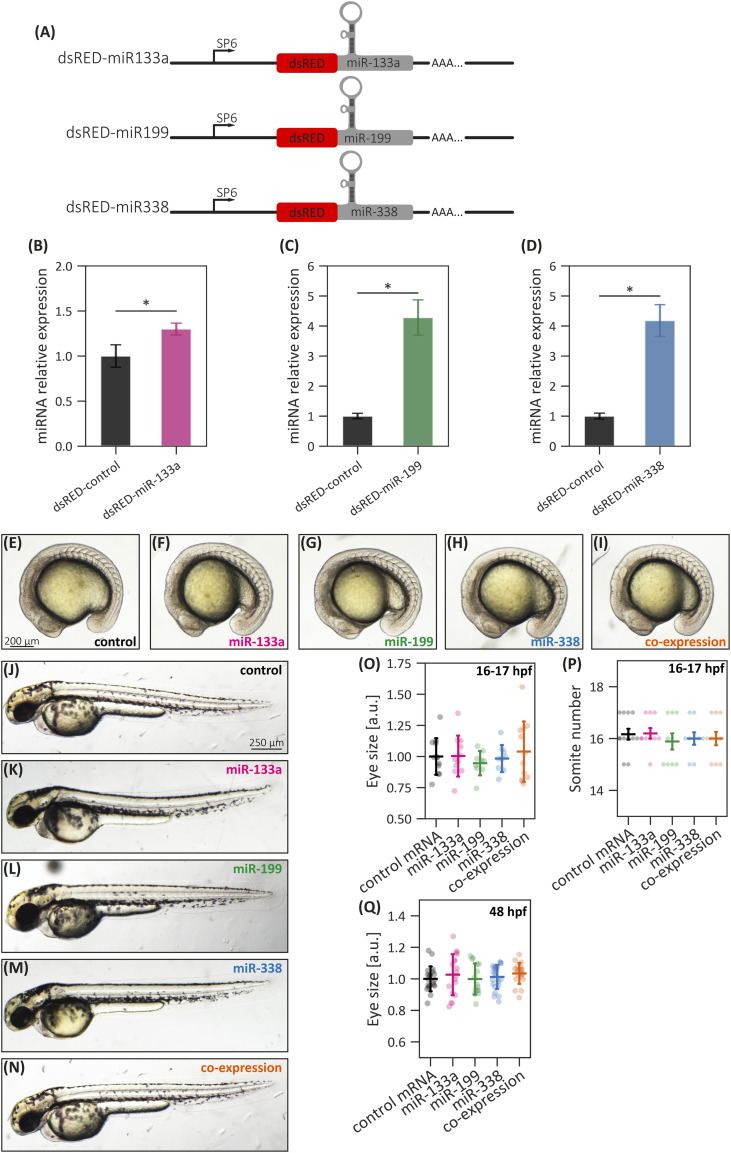
miRNA overexpression strategy. **(A)** Schematic representation of the constructions used to generate the synthetic dsRED/miRNA mRNAs for overexpression experiments. The red region corresponds to the dsRED coding sequence, whereas the gray region represents the miRNA precursor sequence. These transcripts were synthesized using SP6 RNA polymerase (binding region indicated by arrows), and a poly-A tail was included in the construct to enhance mRNA stability and facilitate dsRED translation in zebrafish cells. **(B, C, D)** RT–qPCR quantification of miR-133a (B), miR-199 (C), and miR-338 (D) in RNA samples from 24-hpf zebrafish embryos microinjected with either control-mRNA or miRNA overexpression transcripts. **(E, F, G, H, I)** Representative images of early somitogenesis embryos microinjected with dsRED-control (E), dsRED-miR-133 (F), dsRED-miR-199 (G), dsRED-miR-338 (H), or dsRED-miR-133 and dsRED-miR-338 (I). **(J, K, L, M, N)** Representative images of early somitogenesis embryos microinjected with dsRED-control (J), dsRED-miR-133 (K), dsRED-miR-199 (L), dsRED-miR-338 (M), or dsRED-miR-133 and dsRED-miR-338 (N). Statistical analysis (B, C, D): two-tailed *t* test, *P ≤ 0.05, mean ± SEM. Statistical analysis (O, P, Q): ANOVA followed by Tukey’s post hoc test, at least n = 9 (O, P), at least n = 15 (Q), mean ± SD.

### miR-133a and miR-338 overexpression alters melanophore development

Zebrafish pigmentation is determined by three types of NC-derived chromatophores: melanophores (black pigment), iridophores (iridescent pigment that reflects light), and xanthophores (yellow pigment) (Kelsh et al, 1996). In this study, we specifically examined the development of melanophores, which become visible around 25 hpf in the otic vesicle region. These cells subsequently expand across the dorsal head region (Fig 4A) and along the embryonic lateral line at 48 hpf (Fig 4E) (Kelsh et al, 1996). To investigate the role of miR-133a and miR-338, both having putative binding sites to genes involved in melanophore development (*dct*, *kita*, *tyrp1a*) (Greenhill et al, 2011), we performed a quantitative analysis on melanophore number present in 48-hpf larvae after the overexpression of each miRNA. The overexpression of either miRNA led to a reduction in the melanophore number located in the dorsal head region (Fig 4B) and the lateral line (Fig 4F). Given that these miRNAs share putative target genes involved in melanophore development (like *dct*), we evaluated their potential synergistic effect through simultaneous overexpression. The co-overexpression of miR-133a and miR-338 produced a similar phenotype.

**Figure 4.**
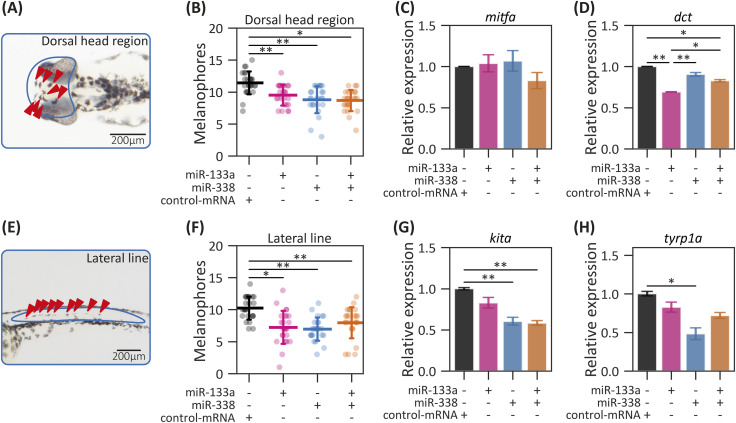
Melanophore development in miR-133a– and miR-338–overexpressing embryos. **(A, B)** Representative images of melanophores (A) and quantification of melanophore numbers (B) in the head of 48-hpf larvae microinjected with dsRED-miR-133a, dsRED-miR-338, both, or control-mRNA. The analyzed areas are highlighted in blue, with counted cells indicated by red arrowheads. Scale bar (A): 200 μm. **(C, D)** mRNA expression levels of *mitfa* (C) and *dct* (D) in 24-hpf embryos microinjected with dsRED-miR-133a, dsRED-miR-338, both, or control-mRNA. **(E, F)** Representative images of melanophores (E), and quantification of melanophore numbers (F) in the lateral line of 48-hpf larvae microinjected with dsRED-miR-133a, dsRED-miR-338, both, or control-mRNA. The analyzed areas are highlighted in blue, with counted cells indicated by red arrowheads. Scale bar (E): 200 μm. **(G, H)** mRNA expression levels of *kita* (G) and *tyrp1a* (H) in 24-hpf embryos microinjected as described above. Statistical analysis (A, B, E, F): ANOVA followed by Tukey’s post hoc test; *P ≤ 0.01, **P ≤ 0.001, n = 25, mean ± SD. Statistical analysis (C, D, G, H): ANOVA followed by Tukey’s post hoc test; *P ≤ 0.05, **P ≤ 0.01, n = 3, mean ± SEM.

To explore the molecular basis of this phenotype, we analyzed the expression of *mitfa*, *kita*, *tyrp1a*, and *dct* (Greenhill et al, 2011). Notably, *mitfa* lacks predicted binding sites for either miRNA, and its expression remained unchanged after miR-133a or miR-338 overexpression (Figs 4C and S6D). In contrast, *dct* contains two predicted binding sites for miR-338 and multiple predicted sites for miR-133a (Fig S6E). Interestingly, although *dct* mRNA levels were unaffected in embryos overexpressing miR-338, they were significantly reduced upon miR-133a overexpression (Fig 4D). Both *kita* and *tyrp1a* contain one putative site for miR-338 (Fig S6F and G), and their respective mRNA levels were reduced in miR-338–overexpressing embryos, but not in miR-133a–overexpressing embryos (Fig 4G and H). For *kita*, this reduction was sustained upon combined overexpression. Altogether, these results show a complex and dynamic regulation, highlighting the redundancy typical of miRNA networks where multiple targets are shared.

**Figure S6.**
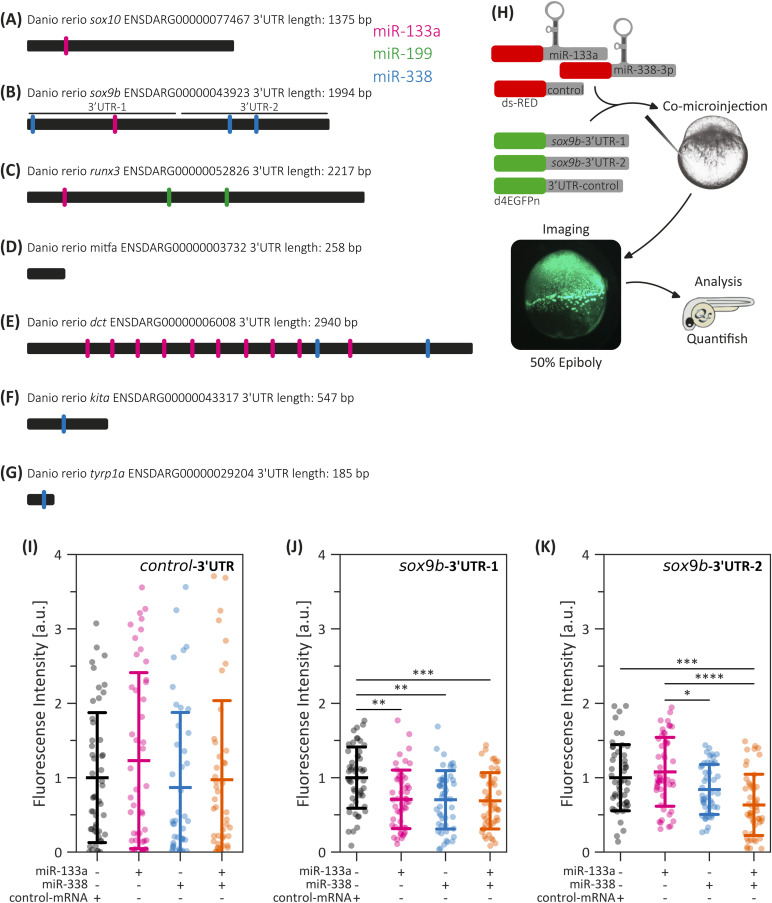
miRNA putative binding sites. **(A, B, C, D, E, F, G)** Schematic representation of the *Danio rerio sox10* (A), *sox9b* (B), *runx3* (C), *mitfa* (D), *dct* (E), *kita* (F), and *tyrp1a* (G) 3′UTRs, highlighting the predicted binding sites for miR-133a (pink), miR-199 (green), and miR-338 (blue). **(B)** Cloned fragments used in sox9b reporter assays are specifically highlighted in (B). **(H)** Schematic overview of the reporter assay strategy. **(I, J, K)** Quantification of d4GFPn fluorescence in embryos co-injected with the control-3′UTR (I), sox9b-3′UTR-1 (J), or sox9b-3′UTR-2 (K), alongside dsRED-miR-133a, dsRED-miR-338, both, or control-mRNA (Experiment 2). Statistical analysis was performed using ANOVA followed by Tukey’s post hoc test; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001, n = 45, mean ± SD.

### miR-133a and miR-338 overexpression adversely affects craniofacial cartilage development

To evaluate cartilage formation, embryos microinjected with dsRED-miRNA constructs were developed until 5 days post-fertilization (dpf), then fixed, and stained with Alcian Blue (Fig 5A and B). The overexpression of miR-199 did not produce any detectable changes in cartilage morphogenesis within the analyzed parameters (Fig 5D, H, and I). In contrast, miR-133a overexpression led to a significant reduction in Meckel’s cartilage length and angle (ML and MAn, respectively; Fig 5C, F, and G), as well as a decreased ceratohyal angle (ChAn) and an increased ceratohyal-to-fin distance (ChD) (Fig 5F and G). Similarly, larvae overexpressing miR-338 exhibited shorter palatoquadrate cartilages (PQ; Fig 5E and J), reduced Meckel’s cartilage angles, and an increased ceratohyal angle (ChAn; Fig 5K).

**Figure 5.**
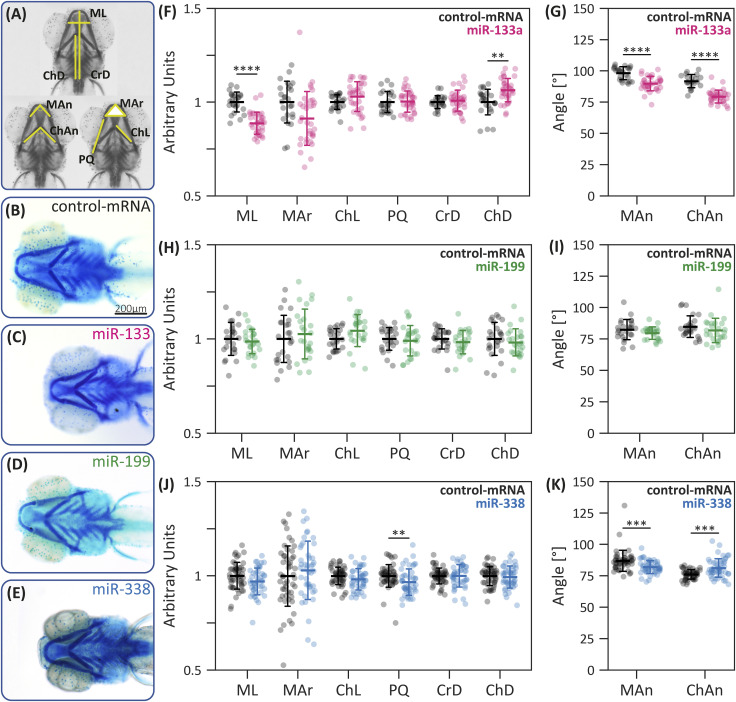
Craniofacial development of zebrafish specimens overexpressing miR-133a, miR-199, and miR-338. **(A)** Schematic representation of the craniofacial parameters analyzed: ML, Meckel’s cartilage length; MAr, Meckel’s cartilage area; ChL, ceratohyal mean length; PQ, palatoquadrate mean length; CrD, cranial distance (from fins to Meckel’s cartilage midpoint); ChD, ceratohyal distance (from fins to ceratohyal cartilage joint); MAn, Meckel’s cartilage angle; ChAn, ceratohyal angle. **(B, C, D, E)** Representative ventral view images of Alcian Blue–stained cartilage in 5-dpf larvae, with the head positioned to the left. **(B, C, D, E)** Images show specimens developed from embryos microinjected with control-mRNA (B), dsRED-miR-133a (C), dsRED-miR-199 (D), and dsRED-miR-338 (E). **(F, G, H, I, J, K)** Craniofacial measurements of larvae microinjected with: dsRED-miR-133a (F, G), dsRED-miR-199 (H, I), and dsRED-miR-338 (J, K). Statistical analysis: two-tailed *t* test; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001, n = 25 for miR-199, n = 22 for miR-133a, n = 48 for miR-338, mean ± SD. Scale bar in (B): 200 μm.

Because miR-133a and miR-338 share several putative target genes associated with craniofacial development, we evaluated their potential synergistic effect. Our results revealed a significant reduction in both the Meckel’s and ceratohyal angles, consistent with the trends observed when each miRNA was overexpressed individually (Fig 6A and B). In addition, co-microinjected larvae exhibited an increase in Meckel’s cartilage area (Fig 6A and B). Interestingly, although the individual microinjection of dsRED-miR-133a or miR-338 led to reduced lengths of Meckel’s (ML) and palatoquadrate (PQ) cartilages, and the increased distance from the fins to the ceratohyal cartilages (ChD), their dual overexpression restored these parameters to control levels.

**Figure 6.**
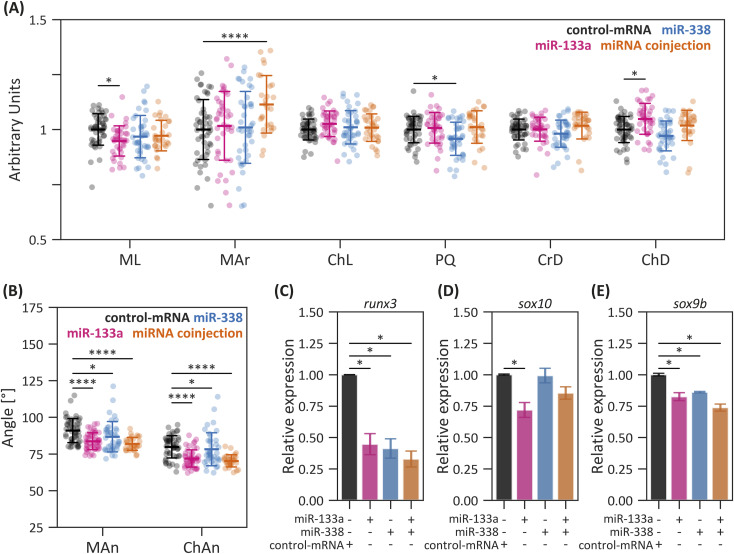
Combined effect of miR-133a and miR-338 on craniofacial development. **(A, B)** Craniofacial measurements in larvae microinjected with dsRED-miR-133a, dsRED-miR-338, both, or control-mRNA. Statistical analysis: ANOVA followed by Tukey’s post hoc test; *P ≤ 0.05, ****P ≤ 0.0001, n = 30, mean ± SD. **(C, D, E)** mRNA expression levels of *runx3* (C), *sox10* (D), and *sox9b* (E) in 24-hpf embryos microinjected with dsRED-miR-133a, dsRED-miR-338, both, or control-mRNA. Statistical analysis: ANOVA followed by Tukey’s post hoc test; *P ≤ 0.05, n = 2, mean ± SEM.

To further elucidate the molecular mechanisms underlying the observed craniofacial defects, we quantified the mRNA expression levels of *runx3*, *sox10*, and *sox9b* (key regulators of cartilage development [Dalcq et al, 2012]) using RT–qPCR. This analysis revealed a significant reduction in *runx3* expression in embryos microinjected with dsRED-miR-133a and dsRED-miR-338, despite *runx3* containing only a single putative binding site for miR-133a (Figs 6C and S6C). Regarding *sox10*, mRNA levels were specifically reduced in dsRED-miR-133a–microinjected embryos, consistent with the presence of a predicted binding site for this miRNA in the 3′UTR of *sox10* (Figs 6D and S6A). In addition, the overexpression of both miR-133a and miR-338 resulted in decreased *sox9b* mRNA levels, likely because of the presence of multiple binding sites for these miRNAs in its 3′UTR (Figs 6E and S6B).

### miR-133a and miR-338 bind to the *sox9b* 3′UTR

To determine whether these mRNA reductions stem from direct regulation by miR-133a or miR-338, we performed a reporter assay using the *d4GFPn* gene (nuclear-localized destabilized eGFP, with a half-life of 4 h [Sánchez-Vásquez et al, 2019]) to assess *sox9b* posttranscriptional repression. *Sox9b* was selected because of its critical role in cartilage development and the presence of multiple predicted miRNA binding sites in its 3′UTR. Briefly, we used two sensor constructs: *sox9b*-3′UTR-1, which contains a single putative binding site for miR-133a and another for miR-338, and *sox9b*-3′UTR-2, which harbors two putative binding sites exclusively for miR-338 (Figs 7A and S6B). As a control, a third construct (*Xenopus* β-globin, control-3′UTR) was fused to the SV40-poly(A) sequence. The corresponding mRNAs were co-injected into one-cell-stage embryos alongside dsRED-miR-133a, dsRED-miR-338, both, or control-mRNA, and GFP fluorescence was quantified at the 50% epiboly stage (Fig S6H).

**Figure 7.**
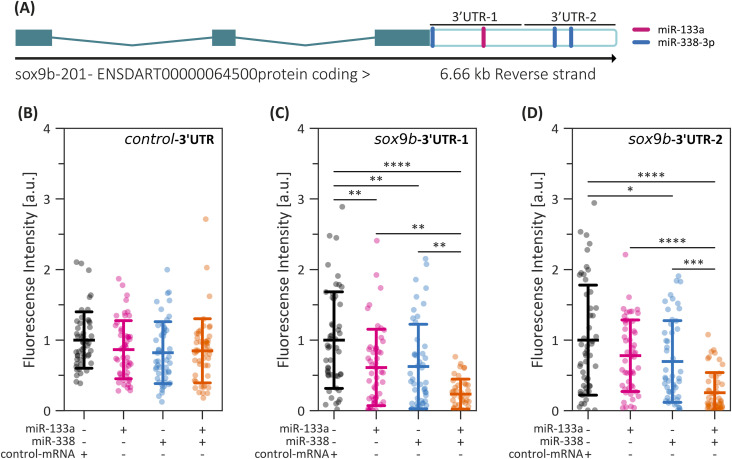
Interaction between miR-133a, miR-338, and the sox9b 3′UTR. **(A)** Schematic representation of the sox9b gene structure (green), highlighting the 3′UTR (empty box) and the predicted binding sites for miR-133a (blue) and miR-338 (pink). The sox9b-3′UTR-1 and sox9b-3′UTR-2 fragments, used in the d4GFPn reporter constructs, are indicated. **(B, C, D)** Quantification of d4GFPn fluorescence in embryos co-injected with the control-3′UTR (B), sox9b-3′UTR-1 (C), or sox9b-3′UTR-2 (D), alongside dsRED-miR-133a, dsRED-miR-338, both, or control-mRNA. Statistical analysis was performed using ANOVA followed by Tukey’s post hoc test; *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001, n = 45, mean ± SD.

In embryos microinjected with *sox9b*-3′UTR-1, the overexpression of either miR-133a or miR-338 significantly suppressed *d4GFPn* fluorescence, with the strongest effect observed upon co-microinjection of both miRNAs (Figs 7C and S6J). Conversely, embryos injected with *sox9b*-3′UTR-2 exhibited a significant reduction in fluorescence only when dsRED-miR-338 was present (Figs 7D and S6K). No significant changes were detected in embryos microinjected with the control-3′UTR, regardless of miRNA treatment (Figs 7B and S6I). These findings align with RT–qPCR results, reinforcing the notion that miR-133a and miR-338 directly regulate *sox9b* expression by targeting its 3′UTR.

### miR-338 overexpression results in higher NCC numbers

To quantitatively evaluate changes in the NCC population, we microinjected Tg(*sox10*:GFP) embryos with dsRED-miR-133a, dsRED-miR-338, or a control-mRNA, followed by flow cytometry analysis to quantify GFP-positive cells (Fig 8A). Although miR-133a overexpression did not significantly alter NCC numbers, miR-338 overexpression resulted in a notable increase in NCC abundance (Fig 8B). Interestingly, the co-expression of both miRNAs restored NCC numbers to control levels, suggesting a potential compensatory mechanism.

**Figure 8.**
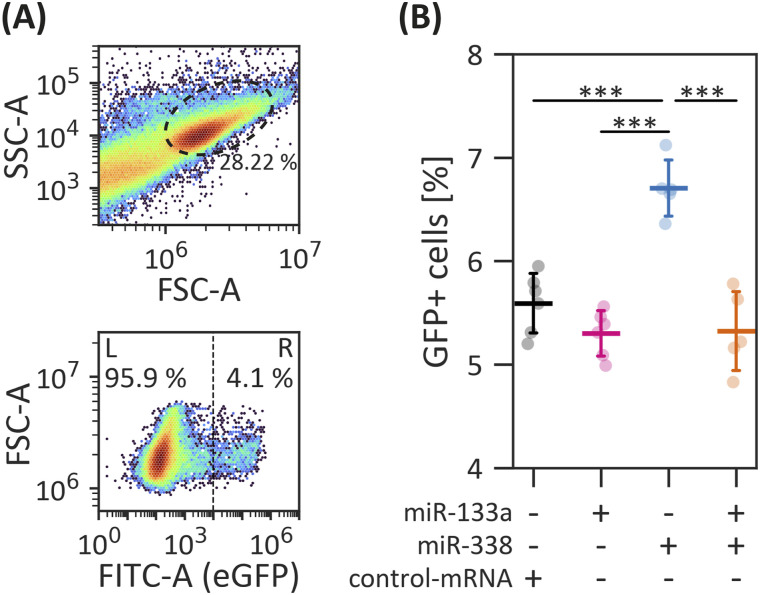
Flow cytometry–based quantification of NCC. **(A)** Gating strategy used to identify zebrafish cells (upper panel) and discrimination of GFP-negative and GFP-positive cell populations (lower panel). **(B)** Proportion of NCC in 18-hpf embryos microinjected with dsRED-miR-133a, dsRED-miR-338, both, or control-mRNA. Statistical analysis: ANOVA followed by Tukey’s post hoc test; ***P ≤ 0.001, n = 5, mean ± SD.

## Discussion

miRNAs are pivotal regulators of embryonic development and numerous diseases, including cancer, where they fine-tune gene expression at multiple levels (Kloosterman & Plasterk, 2006; Weiner, 2018). Because of their ability to target multiple mRNAs simultaneously (Kim, 2005) and considering the extensive network of transcription factors, enzymes, and structural proteins involved in the GRN (Gilbert, 2000; Martik & Bronner, 2017) of embryonic development, it is likely that many miRNA-mRNA interactions remain undiscovered. The parallels between NC development and cancer biology, particularly in processes such as EMT, migration, and invasion, suggest a shared regulatory landscape. Insights gained from one context can therefore enhance our understanding of the other.

Building on this concept, we selected miRNAs with established roles in tumorigenesis to investigate their regulatory influence on NC-derived tissues. Specifically, we focused on the roles of miR-133a-3p, miR-199-3p, and miR-338-3p, which are highly expressed in the premigratory NCC of *Danio rerio*. These miRNAs, which are conserved exclusively among vertebrates, have been implicated in cancer-related processes such as EMT, cytoskeletal reorganization, proliferation, migration, and apoptosis, as supported by both literature and bioinformatics analyses. Through this study, their contributions to NC-derived structure pathways were explored.

To validate the developmental relevance of these selected miRNAs, we examined their temporal profiles. Although previous zebrafish profiling reported general developmental regulation of miR-133-3p and miR-199-3p families (Chen et al, 2005; Kloosterman et al, 2006), stage-resolved data for the specific isoforms examined here have been limited. Our analysis of whole-embryo lysates revealed that the up-regulation of miR-133a-3p and miR-199-3p begins at 10 hpf, around gastrulation. Published zebrafish expression datasets report dynamic regulation of NCC regulators such as *sox9b* and *foxd3* across these stages (White et al, 2017; Moreno et al, 2022), providing context for potential temporal overlap between these miRNAs and predicted targets. Because these measurements were performed on whole embryos, the later increase likely reflects cumulative expression from multiple tissues (including muscle), whereas the early rise is at least compatible with roles during early NCC programs. Similarly, miR-338-3p was detected as early as 5 hpf (immediately after zygotic genome activation [Vastenhouw et al, 2019]) and displayed a biphasic pattern during early development. In published datasets, transcripts such as *sox9b* and *snai1b* are dynamically regulated across these stages (White et al, 2017; Moreno et al, 2022), which is consistent with the possibility of temporally coordinated miRNA-mRNA regulation during early embryogenesis. Overall, these observations support a potential role of miR-133a-3p, miR-199-3p, and miR-338-3p in modulating gene expression programs during early zebrafish development.

The literature suggests that miR-199 plays a role in regulating EMT and tumor cell migration, processes that are also crucial during early NC development (Giovannini et al, 2018; Wang et al, 2018; Zhang et al, 2019). However, no direct evidence has yet linked miR-199 to the regulation of specific NC derivatives. Notably, putative target genes of miR-199-3p include key NC specifiers such as *foxd3* (Martik & Bronner, 2017), as well as transcription factors involved in signaling pathways essential for NC specification, including WNT and FGFs (Schmidt et al, 2013). The lack of phenotypic defects after miR-199-3p overexpression serves as an important internal control, demonstrating that the injection conditions did not induce nonspecific toxicity or saturation of the RNAi machinery (Lund et al, 2011). Although miR-199-3p overexpression did not result in detectable craniofacial defects, its role in NC development cannot be ruled out, particularly in processes such as cell migration and iridophore differentiation. This possibility is supported by the presence of putative binding sites in genes implicated in these processes, such as *ltk* (Petratou et al, 2018), as well as its reported involvement in tumorigenesis and cell adhesion. Further studies, including functional assays and lineage tracing, are necessary to elucidate the precise role of miR-199-3p in NC development and its potential contribution to these biological processes.

The proper formation of craniofacial structures relies on the coordinated proliferation and positioning of cartilage progenitor cells (Yan et al, 2005). Transcription factors governing craniofacial development have been extensively characterized in *D. rerio*, mice, and cultured cells. Our findings indicate that miR-133a-3p and miR-338-3p regulate the expression of *sox9b*, a critical transcription factor required not only for craniofacial cartilage formation but also for melanophore differentiation. Here, we have demonstrated that these miRNAs repress *sox9b* expression at the mRNA level (consistent with mRNA destabilization) and at the reporter protein level (consistent with translational repression and/or mRNA decay) by directly interacting with its 3′UTR. The observed reduction in *sox10*, *sox9b*, *dct*, and *runx3* mRNA levels could theoretically be attributed to indirect mechanisms, such as a decrease in the specific cell populations expressing these genes. However, our reporter assay results confirm that in the case of *sox9b*, miR-133a-3p and miR-338-3p exert their effects through a direct interaction with its 3′UTR. Because the reporter assay assesses protein levels (fluorescence) while our RT-qPCR data showed reduced mRNA, this suggests the regulation involves both mRNA degradation and translational repression, consistent with established miRNA mechanisms (Kloosterman & Plasterk, 2006). Notably, the co-overexpression of miR-133a-3p and miR-338-3p exacerbates craniofacial malformations, suggesting a synergistic effect on cartilage development. However, we also observed that the lengths of Meckel’s and palatoquadrate cartilages (reduced in single injections) were restored to control levels upon co-overexpression. This suggests that the simultaneous presence of miR-133a-3p and miR-338-3p may exert a complex regulatory influence, potentially by regulating distinct sets of genes with opposing effects on this parameter, ultimately balancing one another’s impact.

We also found that miR-133a-3p and miR-338-3p overexpression reduces expression levels of *runx3*, a crucial gene expressed in the pharyngeal endoderm that is essential for the activation of downstream cartilage GRN. The reduction in *runx3* expression after miR-133a-3p and miR-338-3p overexpression mimics phenotypes observed in *runx3* morphants, including defects in viscerocranial and anterior neurocranial cartilage (Dalcq et al, 2012). Although miR-133a-3p likely directly targets *runx3*, miR-338-3p appears to act indirectly, potentially through the modulation of other transcription factors involved in chondrogenesis. These findings highlight the complexity of miRNA-mediated regulation, which can influence developmental pathways both directly and indirectly through highly interconnected GRNs. Furthermore, the specific reduction of *sox10* in miR-133a-3p–injected embryos likely contributes to these structural defects, as *sox10* is an early marker required for the specification of the NC populations that populate the pharyngeal arches (Lewis et al, 2004).

In melanogenesis, both miR-133a-3p and miR-338-3p also play significant regulatory roles. Vertebrate melanocytes (melanophores in fish) are critical for pigmentation, mating behaviors, individual recognition, and UV protection. They are also implicated in various pigmentation disorders, including albinism, vitiligo, and melanoma (Nordlund et al, 2007). Our data indicate that miR-133a-3p overexpression reduces *dct* expression, which may account for the observed decrease in melanophore numbers. Interestingly, although *sox10* is required for the activation of *mitfa* (Greenhill et al, 2011), we did not detect a corresponding reduction in *mitfa* mRNA levels at 24 hpf. Because *mitfa* lacks predicted binding sites for miR-133a-3p and miR-338-3p, the absence of a *mitfa* decrease likely reflects indirect buffering/compensatory regulation within the melanophore gene regulatory network and/or limited sensitivity of whole-embryo measurements at 24 hpf, given the restricted expression domain of *mitfa* relative to *sox10/sox9b*. Because *sox9b* is transiently required in melanophore precursors, the down-regulation of *sox9b* by miR-133a-3p and miR-338-3p may disrupt early melanophore activation, ultimately leading to reduced melanogenesis. The absence of detectable changes in the expression levels of *dct* (an enzyme required for melanin biosynthesis (Greenhill et al, 2011)) after miR-338-3p overexpression does not necessarily exclude direct miRNA-mediated regulation. It is possible that miR-338-3p modulates *dct* expression at the translational level rather than by inducing mRNA degradation, a mechanism consistent with the well-established dual role of miRNAs in posttranscriptional regulation. Further studies are needed to elucidate the precise molecular pathways through which these miRNAs influence zebrafish melanophore differentiation and pigmentation.

Contrary to its well-documented tumor suppressor role (Huang et al, 2011, 2015; Liu et al, 2015), miR-338-3p overexpression led to an increased population of NC progenitor cells in zebrafish embryos. This expansion, coupled with the concomitant effect on melanophores and cartilage structures, suggests a significant block in lineage commitment. Mechanistically, this effect likely stems from miR-338-3p’s regulatory influence on genes involved in cell proliferation, such as the predicted targets *wif1* and *ddx21*, both of which have been implicated in NC expansion and developmental patterning (Yin et al, 2012a; Guglielmi et al, 2020), alongside the down-regulation of key pro-differentiation factors *sox9b* and *sox10*. By fine-tuning the *sox9b*/*sox10* regulatory axis, miR-338-3p likely maintains NCC in a proliferative, undifferentiated state, preventing the transition from multipotent progenitors to specialized derivatives (Stevanovic et al, 2022).

The dual role of miR-338-3p in promoting proliferation while inhibiting terminal differentiation echoes functions seen in tumorigenesis, where the subversion of differentiation programs is a hallmark of malignancy. Interestingly, the co-expression of miR-133a-3p restored NCC numbers to control levels, suggesting a compensatory mechanism between the two miRNAs. In contrast, because miR-133a-3p overexpression did not affect NCC proliferation, the associated defects in melanophore and craniofacial development are more likely because of defects in specification and differentiation rather than alterations in progenitor cell number. This aligns with previous reports establishing miR-133a-3p as a key regulator of cell fate decisions and differentiation rather than proliferation in other developmental contexts (Ivey & Srivastava, 2010; Garcia-Padilla et al, 2022; Sharma et al, 2023).

Although GO analyses did not reveal extensive enrichment of NC-related pathways, our findings strongly suggest that miR-133a-3p and miR-338-3p play crucial roles in NCC development. These miRNAs likely exert their effects through both direct and indirect regulatory mechanisms, influencing key transcription factors such as *sox9b* and *runx3*. The interplay between these miRNAs and their target genes underscores their broader significance in cellular plasticity and differentiation.

It is important to note that bioinformatics predictions of miRNA-mRNA interactions often lack experimental validation. Demonstrating the co-expression of miRNAs and their targets within the same cell type is essential for confirming functional interactions (Xu et al, 2013; Yu et al, 2016; Sánchez-Vásquez et al, 2019; Lukiw & Pogue, 2020). Future studies employing in situ hybridization will be valuable for validating the co-localization of miRNAs and their putative targets, such as *sox10*, *runx3*, and *dct*. The intricate overlap of GRNs regulating various NC derivatives suggests that miRNA overexpression likely affects multiple tissues simultaneously. For instance, the dual regulatory effect of miR-133a-3p and miR-338-3p on *sox9b* influences both craniofacial cartilage formation and melanogenesis, demonstrating how miRNAs orchestrate broad developmental processes.

In conclusion, our findings highlight the essential role of precise miR-133a-3p and miR-338-3p regulation in the development of NC-derived structures in *D. rerio*, particularly craniofacial cartilages and melanophores. The craniofacial abnormalities observed in miRNA-overexpressing embryos likely stem from the direct repression of *sox9b* and *runx3* expression, whereas the reduction in the number of melanophores may result from down-regulation of *dct*. Beyond their developmental roles, the shared regulatory features between NC formation and tumorigenesis underscore a broader function for these miRNAs in modulating cellular plasticity, proliferation, and differentiation. These insights not only deepen our understanding of miRNA-mediated control during vertebrate embryogenesis but also highlight the potential of miR-133a-3p and miR-338-3p as therapeutic targets in neurocristopathies and cancer. Future studies should further investigate their mechanistic roles and translational relevance in both developmental and pathological contexts.

## Materials and Methods

### Zebrafish care

All zebrafish were handled in accordance with national and international guidelines (Westerfield, 2000). All protocols involving zebrafish from the Calcaterra Lab were approved in advance by the *Comité de Bioética para el Manejo y Uso de Animales de Laboratorio* of the Facultad de Ciencias Bioquímicas y Farmacéuticas, UNR (files 6,060/374, resolution 207/2018). Adult zebrafish were maintained at a constant temperature of 27°C ± 1°C under a 14:10-h light/dark cycle (Westerfield, 2000). WT fish from the AB strain (ZIRC, Oregon University) were used in this study. The transgenic lines used included Tg(*actb1*:eGFP), Tg(*sox10*:eGFP, *sox10*:mRFP) (Kwak et al, 2013), and Tg(*sox10*:eGFP).

Zebrafish embryos were obtained according to the methodology described by Kimmel et al (1995). Briefly, selected adults were kept overnight at 28.5°C in breeding tanks, with males and females separated in a 3-to-4 ratio, respectively. Embryos were staged by visualization under a stereoscopic microscope (Olympus MVX10 stereoscopic microscope and Olympus C-60 ZOOM digital camera) based on morphological development in hours or days post-fertilization (hpf or dpf) at 28°C (Kimmel et al, 1995).

### Flow cytometry and FACS

Embryos at 16 and 28 hpf were manually dechorionated and deyolked using Ginsburg buffer (111.22 mM NaCl, 3.35 mM KCl, 2.7 mM CaCl_2_, 2.38 mM NaHCO_3_) through gentle pipetting and vortexing (600 rpm, 5 min, MX-S Vortex Spin, DLab). The samples were then centrifuged at 2,500 rcf for 3 min at 4°C, resuspended in 1× PBS containing 0.125% (wt/vol) trypsin, and incubated at 37°C for 15 min to facilitate dissociation. After incubation, the samples were centrifuged (500 rcf, 15 min, 4°C), resuspended in 500 μl 1× PBS, filtered through a 40-μm mesh, and counted.

To calibrate fluorescence-based cell sorting, WT and Tg(*actb1*:eGFP) lines were used as controls, representing 0% and 100% eGFP+ cells, respectively. For FACS and flow cytometry cell counting, the transgenic lines Tg(*sox10*:eGFP, *sox10*:mRFP) and Tg(*sox10*:eGFP) were employed, respectively. FACS was conducted using BD FACSAria II and FACSAria III systems (BD Biosciences) at a flow rate of 30 μl/min. GFP+ cells were used to establish gating parameters for zebrafish cells (Fig S1A) (Gallardo & Behra, 2013), whereas mRFP fluorescence served as a control, achieving >99% mRFP+ within the eGFP+ population. Cells sorted by FACS were directly collected in TRIzol (Invitrogen) for subsequent RNA extraction. Sorting efficiency was analyzed by measuring NCC marker *foxd3* and non-NCC marker *tbx5a* in each population (Fig S1D).

Flow cytometry cell counting was conducted using a BD Accuri C6 Plus system (BD Biosciences), with a flow rate of 30 μl/min, ensuring a minimum of 100,000 events were recorded per condition. Each condition was analyzed in triplicate for each biological replicate. Data processing and analysis were performed using FlowJo software (BD Biosciences).

### RNA-seq

Total RNA was extracted using TRIzol reagent (Life Technologies) with DNase treatment to remove genomic contamination. RNA concentration and purity were assessed using the Qubit RNA BR Assay kit (Thermo Fisher Scientific), whereas RNA integrity was evaluated with RNA 6000 Nano Bioanalyzer 2100 Assay (Agilent). After confirming RNA quality, samples from different experimental groups were used for library construction at each developmental stage.

Small RNA libraries were prepared using the TruSeq Small RNA Library Prep kit (Illumina) according to the manufacturer’s protocol. Sequencing was performed on an Illumina NextSeq High Output platform in paired-end mode, generating 75-bp reads. Image analysis, base calling, and quality scoring were carried out using Illumina’s Real-Time Analysis software (v3.4.4). The cleaned-up reads were checked using FASTQC and then aligned to the zebrafish genome using Bowtie (Langmead et al, 2009). Aligned reads were counted using HTSeq (Putri et al, 2022). Read counts for each sample included in the study were normalized, after which the miRNA differential expression was analyzed using DESeq2 (Love et al, 2014). For plotting purposes, pseudocounts (ϵ) were added to each normalized count value. The pseudocount was calculated as half of the minimum nonzero normalized count across all samples, resulting in a value of ϵ = 0.0438 (see Table S1 and Fig S1 for non-pseudocount normalized values).

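The smallest nonzero normalized count over the 4 libraries was 0.0877, the value of 1 read in the non-NCC library at 28 hpf, and 0.5 of it is 0.0438. In units of reads, this pseudocount equals 0.5 reads in the non-NCC library at 28 hpf, 0.338 in the non-NCC library at 16 hpf, 0.00568 in the NCC library at 16 hpf and 0.00384 in the NCC library at 28 hpf. A miRNA without NCC reads at 28 hpf is therefore drawn at a ratio set by the pseudocount. With it, the log2 ratio at 28 hpf was -9.39 for miR-199-3p, -2.32 for miR-338-3p and -3.17 for miR-145-5p. With 0.5 reads added to each library in its place, the same ratios were -2.36, 4.70 and 3.85, and the direction changed for miR-338-3p and miR-145-5p, each with no NCC read and at most 4 non-NCC reads.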

### Bioinformatics

Zebrafish (*D. rerio*) pre-miRNA sequences were retrieved from Ensembl (Release: 98, Assembly: GRCz11) and miRBase (version: 22.1). Putative miRNA target genes were identified using TargetScan Fish (targetscan.org/fish_62) (Ulitsky et al, 2012). Gene expression data for zebrafish were extracted from the EMBL-EBI Expression Atlas, based on experimental data from White et al (2017) and Moreno et al (2022).

Gene Ontology (GO) and KEGG metabolic pathway analyses were conducted using multiple bioinformatics tools: DAVID (version: v2022q4; GO and KEGG, FDR and *P* < 0.05) (Huang et al, 2009), PANTHER (version: The Gene Ontology Consortium, 2021; GO, FDR and *P* < 0.05) (Mi et al, 2019), and g:Profiler (version: e111_eg58_p18_f463989d; GO and KEGG, g:SCS threshold and *P*_adj_ < 0.05) (Raudvere et al, 2019).

Statistical analyses were performed using Prism 9.5 (GraphPad Software). Depending on the experimental design, either a two-tailed *t* test or ordinary/nested ANOVA followed by Tukey’s post hoc test was applied. Statistical significance was set at *P* ≤ 0.05. Data visualization was performed with Prism 9.5 or with custom scripts using Python (v3.10), generated with pandas, seaborn, and matplotlib libraries.

### Reverse transcription followed by quantitative PCR (RT–qPCR)

For RNA extraction, 35–45 embryos per condition were collected at the required developmental stage and rapidly flash-frozen in liquid nitrogen. Samples were either processed immediately or stored at −80°C for long-term preservation. Embryos were homogenized in TRIzol, followed by chloroform extraction and isopropanol precipitation. The total RNA concentration was determined by measuring absorbance at 260 nm using a NanoVue spectrophotometer (GE Healthcare).

Reverse transcription was performed using M-MLV reverse transcriptase (Promega) with 1 μg of RNA. Oligo-dT primers were used for mRNA reverse transcription, whereas specific stem–loop (Kramer, 2011) oligonucleotides were designed for each miRNA. Quantitative PCR (qPCR) was conducted using HOT FIREPol EvaGreen qPCR Mix Plus (Solis BioDyne) on a RealPlex4 thermocycler (Eppendorf). Zebrafish *rpl13* and *eef1a1l1* cDNAs were amplified as internal references. Primer sequences are provided in Table S11. Data analysis was carried out using REST 2009 software (QIAGEN) (Pfaffl et al, 2002), following MIQE guidelines (Bustin et al, 2009) to ensure experimental accuracy and reproducibility.

Table S11. Primer sequences for cloning and RT–qPCR.

### miRNA overexpression

For the overexpression experiments, the genomic regions encoding zebrafish *miR-133a-3p* (miRBase Accession: MIMAT0001830; chr2: 4,113,889–4,114,465), *miR-199-3p* (miRBase Accession: MIMAT0003155; chr5: 1,376,464–1,377,047), and *miR-338-3p* (miRBase Accession: MIMAT0048673; chr3: 51,907,303–51,907,638) were PCR-amplified and cloned into the pSP64T-dsRED expression vector using *Eco*RI and *Xho*I restriction sites (primer sequences provided in Table S11, with restriction sites in lowercase).

For mRNA synthesis, plasmids were linearized with either *Xba*I or *Bam*HI (Invitrogen) and transcribed using the mMESSAGE mMACHINE SP6 transcription kit (Invitrogen). A dsRED-control vector lacking miRNA sequences was prepared as a negative control.

Microinjections were performed at the one-cell stage, targeting the yolk just beneath the blastomere, using a gas-driven microinjection system (MPPI-2 Pressure Injector, Applied Scientific Instrumentation). Each embryo received 1.25 ng of transcript and was maintained at 28°C until the required developmental stage for analysis.

### Phenotype observation

Zebrafish embryos (∼16 hpf) and larvae (48 hpf) from each treatment group were collected and immobilized in 3% (wt/vol) methylcellulose containing 0.15 mg/ml tricaine (ethyl 3-aminobenzoate methanesulfonate salt, A5040; Sigma-Aldrich). Specimens were oriented laterally and imaged using an Olympus MVX10 stereomicroscope equipped with an Olympus C-60 ZOOM digital camera. The somite number was counted manually. Eye surface area was quantified by outlining the eye perimeter using the freehand selection tool in FIJI (National Institutes of Health, Bethesda, MD, USA). Measurements were normalized to the mean of the control group.

### Reporter assay

The *sox9b* d4EGFPn-3′UTR reporter constructs were originally generated by Steeman et al (2021). An empty pSP64T-d4EGFPn vector with *Xenopus* β-globin (*hbg1*, ENSXETG00000025667) 3′UTR was used as a control. Transcripts were microinjected into one-cell-stage embryos at a concentration of 1.5 ng, along with 1.25 ng of dsRED-miR-133a, dsRED-miR-338, or control-dsRED (control-mRNA) transcripts. This study was repeated twice; each trial was conducted separately and individually involved the microinjection of more than 45 embryos per condition.

Fluorescence from d4EGFPn was assessed at the 50% epiboly stage. At least 40 embryos per condition were imaged using an Olympus MVX10 stereomicroscope equipped with an Olympus C-60 ZOOM digital camera (Olympus). Fluorescence intensity was quantified using QuantiFish software (Stirling et al, 2020).

### Alcian Blue staining

To assess the effects on cranial structures, 30 larvae at 5 dpf were fixed overnight at 4°C in 4% (wt/vol) PFA prepared in 1× PBT (1× PBS with 0.1% [vol/vol] Tween-20). After fixation, samples were washed four times with 1× PBT and stained according to previously established protocols (Weiner et al, 2019).

Images were captured using an Olympus MVX10 stereomicroscope equipped with an Olympus C-60 ZOOM digital camera. Cranial cartilage parameters were measured using ImageJ software (National Institutes of Health, Bethesda, MD, USA) (Schneider et al, 2012) following previously reported methods (Weiner et al, 2020).

### Melanophore counting

Larvae at 48 and 72 hpf were anesthetized using 0.15 mg/ml tricaine and positioned in petri dishes containing 3% (wt/vol) methylcellulose. Using two 30 G needles, larvae were carefully oriented to obtain lateral and dorsal images under an Olympus MVX10 stereomicroscope equipped with an Olympus C-60 ZOOM digital camera. Imaging was performed using top illumination against a white background. Pigmented cell counts were conducted manually by analyzing the acquired images with Fiji software.

## Supplementary Material

Reviewer comments

## Data Availability

The miRNA-seq data from this publication have been deposited in the NCBI Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under the Accession number GSE300363.

How the deposited data were processed for this re-analysis (not part of the article)

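Small RNA from FACS-sorted NCC and non-NCC cells of zebrafish embryos at 16 and 28 hpf was sequenced as 1 library per population and stage, 4 libraries in all. The authors aligned the reads with Bowtie, counted them with HTSeq, normalized the counts and analyzed differential expression with DESeq2. They deposited the normalized counts as a signal that is never negative, the count of a miRNA divided by the size factor of its library. The paper's text does not name the versions or settings of these tools, the genome build of the alignment, or the treatment of reads that match several precursor genes. Both tables hold 372 miRNAs, each table covers the 2 libraries of a stage, and columns were matched to samples by their names. All 900 values of Table S1 equal the deposited values, and Table S1 holds the 225 miRNAs with reads in both libraries at 16 hpf.

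In each library, 100% of the values were whole multiples of the smallest nonzero value (largest distance from a whole read 4.02e-07), so whole reads were recovered by division. The totals ranged from 6502 reads (NCC at 28 hpf) to 140132389 reads (non-NCC at 16 hpf). A miRNA was counted as higher in a population when its normalized count was more than 2-fold that of the other population and both were above 0, which is the criterion of the paper. The rule for named miRNAs was set before the data were examined. It takes those the paper names in its sequencing results or in Fig 1 and Fig S1, and the 5 with the highest value in each library. It also takes, at each stage, the 3 highest and 3 lowest ratios among miRNAs with at least 10 reads in both libraries, 40 rows in all. The rows taken by value or ratio were thus picked from the data by this rule. Other miRNAs are marked as named after their values were seen.

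Without replicates, no test between populations was possible. As a description of the libraries, a two-sided exact binomial test was run on the recovered reads of each stage, with the share expected from the size factors and Benjamini-Hochberg adjustment over 340 miRNAs at 16 hpf and 239 at 28 hpf. It called 111 miRNAs at 16 hpf and 19 at 28 hpf at an adjusted p-value under 0.05. Clopper-Pearson intervals at 95% were computed for log2 ratios. Changes of a ratio between stages were tested with a two-sided exact conditional test (Fisher's noncentral hypergeometric distribution) on the 4 read counts. The number of miRNAs over 2-fold from counting alone came from 1000 draws of Poisson reads around equal normalized counts. The limit of a library was set at 3 reads. Intervals and limits cover counting error only.

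The code was tested on simulated data at the real depths. With a 4-fold change in 177 of 332 miRNAs with reads at 16 hpf, 97 changed miRNAs were called in the right direction, among them all 42 with at least 50 expected reads in both libraries, and 4 of 155 unchanged miRNAs were called. At 28 hpf, 13 of 113 changed miRNAs and 0 of 106 unchanged miRNAs were called. In 225 miRNAs simulated without a change between stages, 6 had an unadjusted p-value under 0.05 in the exact conditional test.

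The alternatives were a threshold of 4-fold, scaling to library totals with and without the miR-430 family, edgeR's TMM factors on the recovered reads, the plotting pseudocount of the paper, 0.5 reads added to each library, minimums of 10 reads, the exact binomial test as a further criterion, and counting identical rows and precursor rows once. The gene table of the GRCz12tu assembly, which names precursor genes for 370 of the 372 miRNAs, was used only for the number of precursor genes of a miRNA. The analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. The RT-qPCR, target prediction, overexpression and reporter experiments of the paper were not analysed here.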

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

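The tests of muscle miRNAs, of the summed miR-133 family, of reads divided by precursor genes and of libraries scaled to their totals, and the scalings of the stage comparison, were chosen after the values that prompted them were seen, and the other tests before. With 1 library per population and stage, a difference between libraries cannot be told apart from one between single sorts, whichever test is used.

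The ratio of NCC to non-NCC differed between the stages for 16 of the 32 named miRNAs that could be tested (two-sided exact conditional test, adjusted p-value under 0.05). Some of the 32 were named for an extreme ratio at one stage, which favors a difference from the other stage. Among the 16, miR-92b-3p, miR-10c-5p, miR-205-5p, miR-100-5p and miR-130c-5p were named for that reason alone. The count of 16 is therefore no measure of how often ratios changed. The log2 ratio was higher at 16 hpf than at 28 hpf by 4.04 for miR-133a-3p, 3.42 for miR-92b-3p, 3.33 for miR-92a-3p, 2.16 for miR-430a-3p, 2.15 for miR-21, 2.11 for miR-204-5p, 0.74 for miR-10c-5p, 0.45 for miR-181a-5p and 0.42 for miR-181b-5p. The difference was -2.65 for miR-205-5p, -2.15 for miR-100-5p, -0.39 for miR-430b-3p and -0.32 for miR-10b-5p, which were relatively more abundant in NCC at 28 hpf. For miRNAs at 0 in a library at 28 hpf, the exact conditional test gave an adjusted p = 1.74e-09 for miR-24, 0.000212 for miR-199-3p and 0.0335 for miR-130c-5p. Scaling to library totals shifted all ratios at 28 hpf by 0.38 and those at 16 hpf by 0.01 on the log2 scale, and 13 of the 32 differences then passed, 12 of them shared with the 16. miR-10c-5p, miR-130c-5p, miR-181a-5p and miR-181b-5p did not pass under that scaling, and miR-430c-3p did. For miR-181a-5p and miR-181b-5p, the direction depended on the scaling. The difference of miR-181a-5p was -0.17 without the miR-430 family and -0.18 with edgeR's TMM factors (exact conditional test, adjusted p = 0.0262 and 0.0133). With scaling to totals it was 0.08 (adjusted p = 0.376, same exact test). The difference of miR-181b-5p was -0.20 without the miR-430 family and -0.22 with edgeR's TMM factors, and passed in neither (adjusted p = 0.286 and 0.245, same exact test).

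For miR-133a-3p, the exact conditional test that flagged the change between stages (p = 1.74e-09) already sets it against counting error. It is no further test of that explanation, and it takes the reads as independent. Counting of each read at both precursor genes was tested by dividing all its read counts by 2, after which the p-value was 3.73e-05 in the same exact test. The NCC value at 28 hpf then stands on 1 read. A further technical explanation for the high value at 16 hpf is RNA from muscle cells in the NCC sort. Of 8 other miRNAs of a muscle list (miR-1, both arms of miR-206 and 5 rows of the miR-133 family, without miR-133a-2-5p), 0 were higher in NCC with an adjusted p-value under 0.05, and 3 were lower (miR-133b-3p, miR-133c-3p and miR-206-3p). All 8 had a ratio under 1, where RNA from muscle cells would raise them in NCC. Of the 8, 5 had at most 2.50 NCC reads expected at an equal level and had little power to show a decrease. miR-133b-3p and miR-133c-3p are of the same family as miR-133a-3p, so that reads may have been assigned between them. The values argue against RNA from muscle cells for this list, mainly through miR-206-3p, with 18 NCC reads where 48.9 were expected. A difference in sorting between stages could not be tested, and the change with stage cannot be told apart from it. The change was not tested on the family sum. In non-NCC at 28 hpf, miR-133b-3p and miR-133c-3p had 3 and 4 reads beside 758 of miR-133a-3p. For miR-24 at 28 hpf, dividing the 4 NCC reads by the 4 precursor genes left 1 read, with an unadjusted p = 0.00763 in the exact binomial test. Adjusted over the miRNAs of the stage, this was 0.0912. Its counts of 2 and 423 at 16 hpf are not multiples of 4, so that its reads were not all counted at every precursor gene. No technical explanation was tested for the other miRNAs in this list beyond the scalings.

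In the table for 16 hpf, 114 miRNAs had reads only in the non-NCC library. The paper does not report on them, and Table S1 leaves them out. Of these, 98 had more than 3 non-NCC reads, and 5 had an adjusted p-value under 0.05 in the exact binomial test. These 5, named after their values were seen, were miR-126b-3p, miR-133b-3p, miR-9-3p, miR-133c-3p and miR-30a-5p, with 636, 618, 616, 445 and 347 non-NCC reads. The lower depth of the NCC library was tested by drawing reads from equal levels, which left a median of 95 miRNAs (95% of draws between 84 and 106) without NCC reads. The observed 114 lie above that range, so that depth accounts for most of the list. Because the draws take reads as independent molecules, they cannot decide whether depth also accounts for the rest. miR-133b-3p and miR-133c-3p lay on the opposite side of the comparison from miR-133a-3p, with 10.4 and 7.47 NCC reads expected at an equal level. Reads of the family may have been assigned to miR-133a-3p. An assignment alike in both libraries would give miR-133a-3p the same share of the family in each only if the family had the same composition in both. With its reads divided by its 2 precursor genes, this share was 100% in NCC and 24.1% in non-NCC (two-sided Fisher exact test, p = 5.07e-20). The test restates the lack of NCC reads of miR-133b-3p and miR-133c-3p. It cannot exclude a common assignment of reads from families of different composition. An assignment that differed between the libraries could not be tested, and the value of miR-133a-3p cannot be told apart from it. Summed over the 3 miRNAs, the ratio was 2.20-fold (two-sided exact binomial test, p = 2.79e-08), and 1.36-fold with the reads of miR-133a-3p divided by 2 (p = 0.0954, same exact test). These sums include miRNAs without NCC reads and do not separate a difference in assignment from one in level.

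At 28 hpf, 51 miRNAs with reads were outside Table S1, 50 of them with reads only in non-NCC and 1 (miR-137-5p) with 2 reads only in NCC. The depth of the NCC library was tested over all 188 miRNAs listed only in non-NCC at 28 hpf. Equal levels gave a median of 152 (95% of draws between 141 and 162), and with each library scaled to its total, so that the few miRNAs listed in both libraries no longer set the scale, a median of 159 (between 148 and 170). Both ranges are below 188, with the same limit that the draws take reads as independent molecules.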

How the results depend on the processing

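Every alternative named here was set before the data were examined, except the restriction to the rows of Table S1, the scalings of the stage comparison and the sum over the miR-133 family. No paired analysis was possible because each population and stage has 1 library.

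At 16 hpf, 60 miRNAs were over 2-fold in NCC and 57 in non-NCC. The counts were 25 and 26 with a threshold of 4-fold and 30 and 24 with at least 10 reads in both libraries. The exact binomial test kept 35 in NCC. With 0.5 reads added, the counts were 111 and 76, and with the plotting pseudocount of the paper, 61 and 171. Both include miRNAs without reads in one library. The other alternatives gave 48 to 63 in NCC and 41 to 74 in non-NCC. The 48 found with edgeR's TMM factors were all among the 60.

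At 28 hpf, 12 miRNAs were over 2-fold in NCC and 17 in non-NCC. Requiring at least 10 reads in both libraries left 2 and 7, and the exact binomial test left 4 and 9. With 0.5 reads added, the counts were 154 and 29. In non-NCC, the count was 4 with a threshold of 4-fold, 205 with the plotting pseudocount, 10 with edgeR's TMM factors and 6 with scaling to totals without the miR-430 family. The share of the calls that were higher in NCC was 41.4% as deposited, 55.6% with scaling to totals, 61.5% with edgeR's TMM factors and 73.9% without the miR-430 family. At 16 hpf this share was 51.3%, and 39.3% with edgeR's TMM factors.

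For both stages together, 3 miRNAs were over 2-fold in NCC. The number was 0 with a threshold of 4-fold, with at least 10 reads in both libraries, and with the exact binomial test. It was 6 with scaling to totals without the miR-430 family and 39 with 0.5 reads added.

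Of the 188 miRNAs listed only in non-NCC at 28 hpf, 3 were expected to give at least 3 NCC reads, 1 passed the exact binomial test, and 71 were left when identical and precursor rows were counted once, which also merges rows that share low counts by chance. Of the 2 listed only in NCC, 1 had at least 3 reads and 1 is in Table S1. The number of named miRNAs whose ratio differed between stages was 16, and between 13 and 14 under the other scalings. Among these, the difference of miR-181a-5p was reversed without the miR-430 family and with edgeR's TMM factors.

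The log2 ratio of miR-199-3p at 16 hpf was 1.77 with edgeR's TMM factors, outside its interval from 1.86 to 2.13. That of miR-133a-3p at 16 hpf was 1.13 when summed with miR-133b-3p and miR-133c-3p, below its interval from 2.11 to 2.87. Among the other 46 named ratios, 53 of 230 alternative values left the interval. The sign changed for miR-205-5p at 16 hpf, miR-10b-5p at 28 hpf and miR-181a-5p at 28 hpf with scaling to totals without the miR-430 family, and for miR-205-5p with scaling to all reads. Each scaling shifts all log2 ratios of a stage by one constant, and these ratios were closer to 0 than the shift. Without the miR-430 family the shift was 0.67 at 28 hpf and 0.05 at 16 hpf.

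Depth limits the comparison at 28 hpf most. With 6502 NCC reads, a miRNA needs 34.2 normalized counts to give 3 reads.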

Differences from the paper's values

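The paper's number of miRNAs found only in the NCC population at 28 hpf is 1, and 2 were found in the deposited table, miR-24 and miR-137-5p. Among the alternatives set before the data were examined, requiring at least 3 reads where the miRNA is listed gave 1. Requiring at least 3 reads expected in the other library, adding the exact binomial test, and counting identical rows once each gave 2. Restricting the table to the miRNAs of Table S1, an alternative chosen after seeing the values, also gave 1.

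The same restriction, chosen after seeing the values, gave the paper's numbers for the miRNAs present in NCC (50, against 51 over all rows), present in non-NCC (187, against 237) and found only in non-NCC (138, against 188) at 28 hpf. These differences were smaller than the limit used here for a difference.

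The paper's legends of Fig 1 and Fig S1 give the limit for overrepresentation as a log2 ratio over 2, and its text gives a fold over 2. At a fold over 2, 60 and 57 miRNAs passed at 16 hpf, and at a fold over 4, 25 and 26 did. The circles of Fig 1B, which stand for the sequencing ratios at 16 hpf, were located by a script in the image of the figure. They lie at about 2.5 for miR-133a-3p, about 2 for miR-199-3p, about 2.2 for miR-338-3p and about 0.45 for miR-145-5p in Fig 1B, and the log2 ratios computed here were 2.50, 2.00, 2.20 and 0.44. The circles were measured after these ratios had been computed.

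The paper lists miR-199-3p and miR-338-3p as absent from NCC at 28 hpf. Both had 0 NCC reads, where 2.57 and 0.0154 reads were expected at an equal level.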

Other observations

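The test of even read counts, and the simulations by number of reads or with libraries scaled to their totals, were chosen after the data were seen, and the other simulations of counting error before.

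Read counts of several miRNAs, miR-133a-3p among them, were even in every library with reads. One candidate explanation is that each read was counted at both precursor genes. Of 38 rows with 2 precursor genes in the gene table and reads in at least 2 libraries, 15 had only even counts, where 5.81 would be expected by chance. Of 204 rows with 1 precursor gene, 24 did, against 32.3 by chance. The rows differed in a two-sided Fisher exact test (p = 0.000113), which is in line with double counting of part of the reads. Where it applies, the number of independent reads is lower than the recovered number and the intervals given here are too narrow. A further pattern, that the row miR-338 held 2 times the reads of miR-338-3p in each library, was not tested.

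Counting error of libraries with equal levels was tested as the explanation for each list over 2-fold. At 16 hpf it gave medians of 28 miRNAs in NCC and 11 in non-NCC, against 60 and 57 observed, and none of the 1000 draws gave as many. At 28 hpf it gave medians of 21 in NCC and 3 in non-NCC, against 12 and 17 observed. The 12 miRNAs over 2-fold in NCC at 28 hpf were fewer than counting alone gave in 95% of draws (between 14 and 30). The draws left a median of 152 miRNAs with reads only in non-NCC, against 188 observed. More miRNAs could thus have reads in both libraries and pass 2-fold in the draws. They therefore cannot decide whether the list as a whole held an excess over counting error. Among miRNAs with at least 10 reads in both libraries, 2 were over 2-fold in NCC, which 4 of 1000 draws reached, and among those with more than 3 NCC reads, 4 were, against a median of 2 (between 0 and 5). With libraries scaled to their totals, 15 were over 2-fold, against a median of 20 (between 12 and 28.0). Individual members such as miR-205-5p, with 68 NCC reads, passed the exact binomial test. The 60 at 16 hpf included 21 with at most 3 NCC reads, and counting alone gave a median of 22 such miRNAs. The other 39 had more than 3 NCC reads, where counting alone gave a median of 5 (between 1 and 10). A higher level in NCC itself raises the number of NCC reads, so that this split does not place the excess over counting. Whether the excess reflects the populations or the single sorts was not tested.

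The depths of the 4 libraries spanned 21552-fold, from 6502 to 140132389 reads. The NCC library at 16 hpf was 360 times as deep as that at 28 hpf.

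Among all 49 miRNAs with reads in the 4 libraries, the ratio differed between stages for 24 (two-sided exact conditional test, adjusted p-value under 0.05). For 6 of them it was over 2-fold in opposite directions as deposited: miR-133a-3p, miR-181c-5p, miR-196a-5p, miR-219-5p, miR-222a-3p and miR-92b-3p. This list depends on the scaling. Without the miR-430 family, the log2 ratio of miR-133a-3p at 28 hpf was -0.87, which is under 2-fold. The same shift of 0.67 takes that of miR-222a-3p at 28 hpf, -1.65 as deposited, under 2-fold too. With edgeR's TMM factors, a shift of -0.23 takes that of miR-181c-5p at 16 hpf, 1.13 as deposited, under 2-fold. Of the 6, miR-181c-5p, miR-196a-5p, miR-219-5p and miR-222a-3p were named after their values were seen. miR-219-5p went from a log2 ratio of -5.42 at 16 hpf (6 NCC reads and 15327 non-NCC reads) to 2.70 at 28 hpf (9 and 180 reads). miR-222a-3p went from 3.12 (9027 NCC reads) to -1.65 (7 NCC reads). miR-219-5p has 3 precursor genes and its 4 read counts are multiples of 3, so that its reads may have been counted at each gene. The paper does not discuss miR-219-5p or miR-222a-3p, and no explanation was tested.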
